# The effects of *Arabidopsis* genome duplication on the chromatin organization and transcriptional regulation

**DOI:** 10.1093/nar/gkz511

**Published:** 2019-06-11

**Authors:** Hui Zhang, Ruiqin Zheng, Yunlong Wang, Yu Zhang, Ping Hong, Yaping Fang, Guoliang Li, Yuda Fang

## Abstract

Autopolyploidy is widespread in higher plants and important for agricultural yield and quality. However, the effects of genome duplication on the chromatin organization and transcriptional regulation are largely unknown in plants. Using High-throughput Chromosome Conformation Capture (Hi-C), we showed that autotetraploid Arabidopsis presented more inter-chromosomal interactions and fewer short-range chromatin interactions compared with its diploid progenitor. In addition, genome duplication contributed to the switching of some loose and compact structure domains with altered H3K4me3 and H3K27me3 histone modification status. 539 genes were identified with altered transcriptions and chromatin interactions in autotetraploid Arabidopsis. Especially, we found that genome duplication changed chromatin looping and H3K27me3 histone modification in *Flowering Locus C*. We propose that genome doubling modulates the transcription genome-wide by changed chromatin interactions and at the specific locus by altered chromatin loops and histone modifications.

## INTRODUCTION

Polyploidy plays a significant role in plant evolution and formation of the important agriculture traits such as high yield and stress resistances in crops (1–3). Polyploidy crops own higher plasticity and environmental adaptability (4) with specific gene expression patterns for the organ development and resistances to abiotic and biotic stresses (1,5).

Recent studies have illustrated that nuclear architecture is important for gene expression and recombination (6–8), and the distribution and condensation of chromatin fiber could be influenced by various environmental and physical factors (9,10). Most eukaryotic genomes are organized at hierarchical levels (11–13). First, each chromosome has a preferred but not fixed position named chromosome territory (CT) (14), which consist of several megabase-scale genomic compartments (15,16). These compartments are categorized into A-type compartment rich for euchromatic and highly transcribed regions and B-type compartment rich for heterochromatic and gene-poor regions (17). Further, within the genomic compartments, topologically associating domains (TADs) were identified as clusters of chromatin interactions with their boundaries associated with architecture proteins like CTCF and cohesin, and activating histone markers (18–20). Moreover, the smaller scale structures like chromatin loops at 10 kb to 1 Mb can appear within the topological domains (21,22). Chromatin looping could bring cis-regulatory elements and promoters together to affect gene transcription (23).

Studies on the three-dimensional (3D) genome organization have proposed that Arabidopsis exhibited no large local interactive domains (24). The chromosome territories of Arabidopsis are organized as chromosome-arm territories which set centromeres as strong insulators that block the interactions across chromosome arms (25). Arabidopsis does not form obvious TADs, which is different from animals and other large genome plants (26–28). In addition, the Arabidopsis chromosome arms are partitioned into loose structural domain (LSD) and compacted structural domain (CSD) which are equivalent to A- and B-type compartments in animals (29). The studies on the relationships between chromatin packing and epigenetic modifications in mutants defective in the specific epigenetic pathway suggested that changes in the epigenome could correlate with chromatin interaction patterns (30). The chromatin packing in diploid and allotetraploid cottons with large genomes was shown to be modulated by the density of chromatin and chromosome number (26). Genome doubling in rice resulted in changes of DNA methylome of transposable elements and transcriptome (31). However, little is known about the relationship between genome organization and gene regulation in autopolyploid plants.

To address the spatial arrangement of the doubled genome and the relationship between chromatin structure and transcriptional regulation, we performed High-throughput Chromosome Conformation Capture (Hi-C) analysis of the autotetraploid (genome-duplicated) and diploid Arabidopsis. We showed that the genome duplication resulted in increased inter-chromosome interactions and decreased intra-chromosome arm interactions compared with its diploid progenitor. In conjunction with RNA-seq and ChIP-seq, we found that the transcription of a group of genes is specifically affected by the chromatin interactions with epigenome dynamics. These results shed light on the 3D genomic organization and transcriptional regulation of the autotetraploid plants.

## MATERIALS AND METHODS

### Plant materials

*Arabidopsis thaliana* accession Columbia (Col-0) was used as wild type. Autotetraploid Arabidopsis (4 × Col-0) generated by colchicine using Col-0 as the progenitor (32) was a kind gift from Prof. Daiyin Chao (4), SIPPE. Here the autotetraploid Arabidopsis represents the genome-duplicated line. Plants were grown at 23°C in long day condition (16 h light and 8 h dark cycles) on Murashige & Skoog (MS) medium supplemented with 1% sucrose and 0.8% agar. After stratification at 4°C for 3 days, the plants were transferred to the long day condition for 10 days, and then the aerial parts of these seedlings were harvested for Hi-C, ChIP-seq and RNA-seq library preparation.

### Flow cytometry

Ten-day-old Col-0 or 4 × Col-0 Arabidopsis seedlings were collected into a clean and pre-cooled plate, and then chopped with a new razor blade to release the nuclei in the sterile lysis buffer (45 mM MgCl_2_·6H_2_O, 30 mM sodium citrate (trisodium), 20 mM MOPS, 1% Triton-100, pH 7.0) for 3–5 min until the buffer turns green. Transfer the mixture into a 40 μm strainer. The filtrates were added DAPI solution with final concentration of 1 ng/ml, then incubate for 30 min in the dark on ice. The DAPI-treated filtrates were then loaded to the flow cytometer (Beckman Coulter Moflo-XDP, USA) to measure the ploidy levels.

### Flowering time and rosette leaf number measurement

After stratification, the seeds of Col-0 and 4 × Col-0 were sown on the MS plates, and grown for 10 days. The seedlings were then transferred to the soil under long day condition until flowering. The days of flowering and rosette numbers were scored.

### Hi-C library preparation

Hi-C experiments were performed essentially as described (29) with some modifications. Briefly, 2.5 g aerial parts of the seedlings were fixed and grounded into powder in liquid nitrogen. The extracted nuclei were digested with 600 U *Hind*III restriction enzyme by incubating overnight at 37°C, then the digested chromatin was blunt-ended with 1μl 10 mM dATP, dTTP, dGTP and 25 μl 0.4 mM biotin-14-dCTP and 100 U Klenow fragment for 45 min at 37°C. Next, the ligation reaction was performed in 10 time volume of ligation production buffer under constant shaking with 745 μl 10× ligation buffer and 10% Triton X-100, 80 μl 10 mg/ml BSA and ATP and 100 Weiss U T4 DNA ligase. The ligation reaction was performed at 16°C for 6 h. After ligation, the nuclei were reverse-crosslinked with proteinase K at 65°C overnight. Subsequently, the extracted chromatin was fragmented into a mean size of 300 bp using a sonicator (Covaris S220). Hi-C libraries were constructed with NEBNext Multiplex Oligos kit and KAPA Hyper Prep Kit. The final library was subject to sequencing on an Illumina HiSeq 2000 instrument with 2 × 150-bp reads.

### Hi-C sequencing data processing

After removing the adapter, the clean Hi-C reads of Col-0 and 4 × Col-0 were aligned to *Arabidopsis* reference genome (TAIR10). Following with HiC-Pro and Juicer software (33,34), valid pairs of wild type and autotetraploid were used to create interaction matrixes with bin size 50 kb for further analysis. The interaction matrixes were normalized with KR method from Juicer (34). The reproducibility of two biological replicates was tested with Pearson correlation coefficient from the interaction matrixes (35).

After excluding the pericentromeres as reported (29), the first principal component was used to identify chromatin structure domains (SDs) with Juicer. We set the positive Eigenvalues associated with loose structure domains (LSD) and negative Eigenvalues with compacted structural domains (CSD).

### Calculation of chromatin interaction and interaction decay exponents

To analyze the difference of interaction matrixes between Col-0 and 4 × Col-0, the normalized interaction matrix from Col-0 was divided by the normalized interaction matrix from 4 × Col-0, with all the zeros in the matrixes replaced with 1% quintiles from the non-zero elements in each matrix. Log2 transformation and median normalization were used to standardize the difference matrix.

To understand the interaction frequency changes dependent on the genome distance, interaction decay exponents (IDEs) were calculated (29) for chromosomes, pericentromeres and telomeres.

### RNA-seq and data analysis

Total RNAs were extracted with RNeasy Plant Mini kit (Qiagen), and the libraries were constructed according to a standard protocol (Illumina). Sequencing reads were aligned against the reference genome (TAIR10) using Feature Counts and STAR with default parameters (36). The differential expression analysis was run using the classical normalization method DESeq2 R package (37) with a 0.05 *p*-value, 0.05 false discovery rate, and cutoff of 1 log-fold change. Gene ontology (GO) terms were extracted from clusterprofiler R package (38). All of the data were from three biological replicates.

### ChIP-seq and data analysis

The ChIP assay was performed according to previously reported (39). Briefly, 2.5 g fresh 10-day-old seedlings were cross-linked in the cross-linking buffer (0.4 M sucrose, 10 mM Tris–HCl (pH 8.0), 1 mM PMSF, 1 mM EDTA, 1% formaldehyde) for 3 × 5 min using vacuum infiltration and the reaction was terminated in 2 M glycine. Chromatin was sheared to an average size of 300 bp with a sonicator (Bioruptor, Diagenode). Then the sonicated samples were immunoprecipitated with 5 μg anti-H3K27me3 (Millipore 07-449), anti-H3K4me3 (Millipore 07-473) and anti-H3 (Abcam ab1791) antibodies. After incubation at 4°C overnight, the antibodies were recovered with 20 μl Protein A/G magnetic beads (Millipore 16-663). After reverse cross-link, ChIP-ed DNA was extracted with phenol-chloroform method and sequencing library was constructed according to the standard Illumina protocol. The library was sequenced using an Illumina HiSeq 2000 instrument. The sequencing reads were aligned to the reference genome with BWA (40). The mapped reads were analyzed using Macs2 with default parameters for peak calling (41). Reads from anti-H3 samples were set as the control.

For ChIP-PCR, the immunoprecipitated DNA template and primers covering promoter, exon and intron of *FLC* (Supplementary Table S6) were used to quantify histone modifications by real-time PCR. Real-time PCR data of H3K27me3, H3K4me3 and H3 enrichment at *FLC* locus were normalized to 1% Input.

### Histone modification quantifications on CSD and LSD

To quantify the genome wide histone modification levels in all CSDs and LSDs, the means of H3K4me3 and H3K27me3 RPKM (reads per kilobase per million mapped reads) were calculated in CSD and LSD regions in 50 kb bins in Col-0 and 4 × Col-0. Because the SDs were identified with PCA1 (Principal Component Analysis 1), a relatively broad parameter which could not reflect the more complicated structures. To analyze the relationship between histone modification and SD transition more precisely, *K*-means clustering was used to remove histone modification noise signals. In this method, we set *K* = 10 to cluster the same kind of histone modification on a given SD. Histone modification peaks in the SD were called and the RPKM in these called peaks was used to compare the differences between these SDs. Jaccard index was used to indicate the correlation between histone modification and SD.

### Fluorescence microscopy and image processing

The binary vector of *HTR12-GFP* (42) was used to obtain transgenic plants in Col-0 and 4 × Col-0 backgrounds for centromere visualization under microscopy. 10-day-old seedling leaves were subjected to microcopy analyses. Images of nuclei were acquired with the DeltaVision Personal DV system (Applied Precision). Data collection and image processing were performed according to Fang et al. (43,44). Fluorescence foci were subjected to statistical analysis using the Spot Pattern module of Imaris software (Bitplane AG).

### Bootstrapping analysis

In the bootstrapping strategies (45), 1000 groups (*n* = 1000 times) of equal number randomly selected no-regulated genes were subjected to the same analysis to determine the percentage of those groups fallen in differentially interaction bins. The percentile of the test sample lie above the top 5 percentile of the control distribution was considered confidently.

### Promoter-Promoter and Promoter-Enhancer analysis

The 2 kb upstream of TSS was selected as the promoter. The distribution of promoters was then analyzed for each bin, and the bins that contained more than the median number of promoters was defined as promoter-enriched bins. The interaction frequency among these promoter-enriched bins was calculated as the genome-wide promoter-promoter interaction frequency.

For analyzing the interactions of promoter-enhancers, the published candidate enhancer library (46) was used to identify enhancer-enriched bins. The bins which contain the number of enhancers more than the median were defined as enhancer-enriched bins. The interaction frequency between enhancer-enriched bins and promoter-enriched bins was calculated as the genome-wide promoter-enhancer interaction frequency.

### Chromosome Conformation Capture (3C) test

Two grams of 10-day-old seedlings were cross-linked and nuclei were isolated as previously reported (29). Digestion was performed with 400 U *Bam*HI and *Bgl*II at 37°C overnight. After inactivating the enzyme with SDS, the ligation reaction was performed by incubation at 16°C for at least 6 h with 100 U T4 DNA ligase. Reverse cross-link was performed at 65°C by treatment with Proteinase K overnight. Relative interaction frequency was assessed by real-time PCR (47).

## RESULTS

### Phenotypic and transcriptomic changes caused by Arabidopsis genome doubling

The wild type (Col-0, *Columbia*) and autotetraploid Arabidopsis (4 × Col-0) were confirmed by flow cytometry (Supplementary Figure S1). Compared with Col-0, autotetraploid Arabidopsis exhibited enlarged leaves, flowers and whole plant size (Figure 1). It was known that autotetraploid has increased trichome branch numbers, enlarged cells, stomata and seed sizes (48–50), and also provided enhanced tolerances to high salinity (4) and Cu^2+^ stress (51). We found that 4 × Col-0 plants flower 5 days later under long day condition (Figure 1A and B), and have about two more rosette leaves during the vegetative stage than Col-0 (Figure 1C and D).

**Figure 1.**
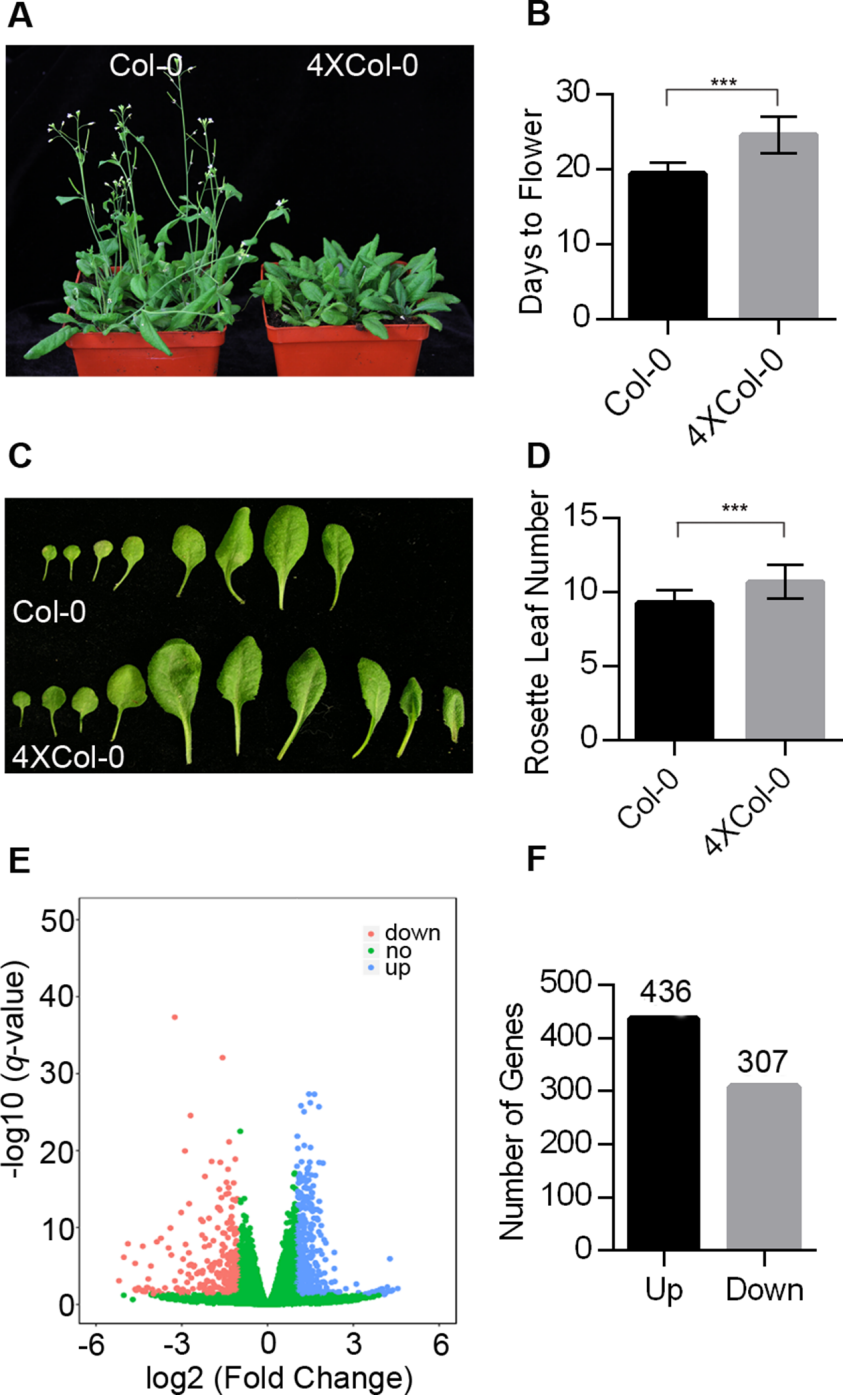
Comparison of morphology and transcriptome between Col-0 and autotetraploid (4 × Col-0) Arabidopsis. (**A**) Phenotypes of Col-0 (left) and 4 × Col-0 Arabidopsis (right) grown for 25 days on soil after stratification. (**B**) Flowering times of Col-0 and 4 × Col-0. Error bars represent means ± SEM (standard error of mean, *n* = 3 biological replicates). Statistical significance was analyzed by *t*-test, ***p < 0.001. (**C**) Phenotypes of rosette leaves of Col-0 and 4 × Col-0 Arabidopsis during vegetative stage. (**D**) Rosette leaf numbers of Col-0 and 4 × Col-0. Error bars represent means ± SEM (*n* = 3 biological replicates). Statistical significance was analyzed by *t*-test, ***p < 0.001. (**E**) Volcano plot for statistical significance against gene fold change between Col-0 and 4 × Col-0. Each gene was marked as a dot. Blue dots represent up-regulated genes, red dots represent down-regulated genes and green dots represent the other genes. (**F**) Numbers of up-regulated and down-regulated genes (|log_2_fold change| > 1) in 4 × Col-0 compared to Col-0.The data from three biological replicates were combined.

We then examined the transcriptomes of 10 day Col-0 and 4 × Col-0 seedlings by RNA-sequencing. 

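The aerial parts of seedlings grown for 10 days were sequenced, with 3 biological replicates of diploid Col-0, the Arabidopsis accession used as wild type, and 3 of 4 × Col-0, an autotetraploid line derived from Col-0 by colchicine treatment. The authors aligned the reads to TAIR10 with STAR, counted them with featureCounts and deposited FPKM values (fragments scaled to gene length and library size), 1 value per gene and genotype. The paper's text does not state how the replicates were combined into that value, so these values have no error and no test between the genotypes, and the read depth behind them is unknown. The table lists 33557 genes. The 279 genes of the chloroplast and mitochondrial genomes are all listed at 0 in both genotypes and were left out. Of the 33278 nuclear genes, 10171 in Col-0 and 10181 in 4 × Col-0 are listed at 0, and 17794 and 18093 reach 1 FPKM. Ratios were taken on the scale of log2(FPKM + 1), which understates the change of genes with low values. Over the genes that reach 1 FPKM in at least 1 genotype, the median log2 ratio of 4 × Col-0 to Col-0 was 0.08, and 0.01 when both columns were scaled to the same upper quartile. The lists of up- and down-regulated genes in Supplementary Table S1 were used as the authors give them. They were drawn from the same libraries as the FPKM values, so directions of change in these lists are not independent evidence. The FPKM values differ from the RPKM values that Supplementary Table S1 gives, of which only a part was seen here. The cause of that difference is not known.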

Transcriptome size-based normalization was performed to calculate the relative gene expression levels between Col-0 and 4 × Col-0. Compared with Col-0, we identified 436 up-regulated genes and 307 down-regulated genes (cutoff threshold, 2-fold) in autotetraploid (Figure 1E–F and Supplementary Table S1). 

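On the log2(FPKM + 1) scale, 201 nuclear genes were at least 2-fold higher and 133 at least 2-fold lower in 4 × Col-0 than in Col-0, and 60.2% of the changes were increases. With both columns scaled to the same upper quartile, 150 genes were higher and 152 lower, and the increases made up 49.7%. The choice that moved these numbers most was the pseudocount, since 0.1 in place of 1 gave 786 higher and 495 lower genes. Of the 436 genes in the paper's list of up-regulated genes, 431 had a higher FPKM value in 4 × Col-0 and none a lower one, and 150 passed 2-fold. Of the 307 genes in the down-regulated list, 293 had a lower value, 1 had a higher value and 109 passed 2-fold. The median log2 ratio was 0.81 in the first list and −0.83 in the second, and 121 and 84 of their genes stayed under 1 FPKM in both genotypes. Among the listed genes, the largest rises were in MRD1 (AT1G53480, chromosome 1 of TAIR10, 19963047 to 19964712, minus strand), from 0.370 to 41.3 FPKM (log2 ratio 4.95), in AT3G05900, from 7.25 to 30.6 FPKM (1.94), and in AT5G16030, from 36.7 to 141 FPKM (1.91). The largest falls were in the non-coding RNA AT2G01422 (chromosome 2, 183940 to 184734, plus strand), from 56.4 to 0.210 FPKM (log2 ratio −5.57), in AT3G28899, from 13.5 FPKM to a value listed at 0, and in AT5G20790, from 290.4 to 39.9 FPKM (−2.83).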

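Supplementary Table S2 lists 12 genes under cellular response to starvation, all of them in the paper's down-regulated list. In the FPKM table, 10 of them were lower in 4 × Col-0, and the microRNA genes MIR399c and MIR399d are listed at 0 in both genotypes. The largest fall was in IPS1 (AT3G09922, chromosome 3, 3050989 to 3051530), from 589.9 to 92.9 FPKM (log2 ratio −2.65). SPX3 (AT2G45130) went from 21.5 to 2.87 FPKM (−2.54), and the phosphate transporter gene PHT1;1 (AT5G43350) from 104.8 to 44.8 FPKM (−1.21). The median log2 ratio of the set was −1.44, or −1.51 after upper-quartile scaling. The genes come from the down-regulated list of the same libraries, so a median below 0 follows from that choice.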

Gene ontology (GO) analysis revealed that these differentially expressed genes associate with responses to starvation, metabolic process and stimuli (Supplementary Table S2).

### Increased inter-chromosome and decreased intra-chromosome arm interactions in autotetraploid Arabidopsis

To elucidate the effect of genome doubling on chromosome arrangement in living Arabidopsis plants, we transformed Col-0 and 4 × Col-0 Arabidopsis with *HTR12-GFP*, a centromere-specific histone H3 marker, using flower dipping (52,53). Transgenic plants expressing HTR12-GFP showed no obvious phenotypic changes compared to their corresponding non-transgenic lines, which indicated that the plants expressing this fusion protein have functional centromeres and normal cell cycles. For the analysis of centromere organization, three independent transgenic lines were used to determine the centromere distribution patterns in Col-0 and 4 × Col-0 Arabidopsis plants expressing HTR12-GFP. Small and bright HTR12 fluorescence foci could be detected in nuclei (Figure 2A). In wild type Arabidopsis, a range of 8–10 bright spots (with average number 8.5) were usually detected in each nucleus of guard cells, and ∼16–20 spots (with average number 16.7) were visualized in one of the paired tetraploid guard cells (Figure 2B). These results showed that the average number of centromere fluorescence foci in an autotetraploid nucleus were almost twice as much as those in diploid, indicating that centromeres in autotetraploid did not merge with each other after chromosome doubling and each chromosome territory (CT) (54) might be relatively independent.

**Figure 2.**
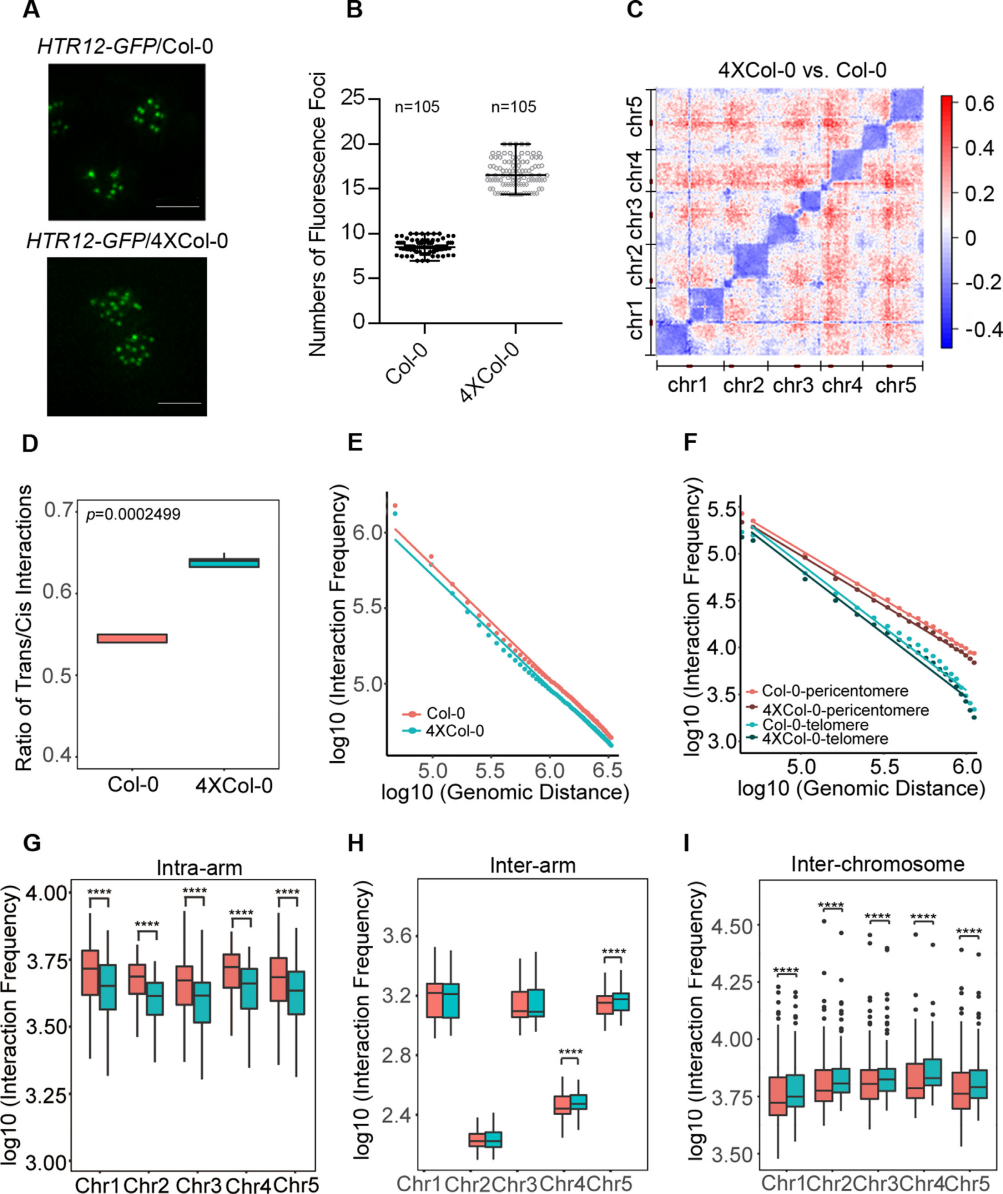
Comparison of 3D chromatin interaction profiles between Col-0 and 4 × Col-0 Arabidopsis. (**A**) *HTR12-GFP* labeled centromeres in guard cells of Col-0 and 4 × Col-0. Scale bar = 5 μm. (**B**) The numbers of centromeres in the guard cell nuclei of Col-0 and 4 × Col-0. The data were calculated by Imaris software from 105 Col-0 and 4 × Col-0 guard cell nuclei. (**C**) Differential chromatin interaction heatmap between Col-0 and 4 × Col-0 at 50 kb resolution. Chromosomes stacked from bottom left to up right were chr1, chr2, chr3, chr4 and chr5. The pericentromere of each chromosome was labeled in dark red bar. (**D**) Ratios of trans/cis interaction frequency were calculated across the whole genome in Col-0 (brick red) and 4 × Col-0 (blue). The *p* value was tested with Wilcoxon rank sum test. (**E**) Interaction decay exponents along with genomic distance at 50-kb resolution of Col-0 (brick red) and 4×Col-0 (blue). (**F**) Interaction decay exponents along pericentromeric and telomeric regions (5% of the ends) of 4 × Col-0 and Col-0. (**G**) Boxplots showing the intra-chromosome arm interaction frequencies between Col-0 (brick red) and 4 × Col-0 (blue). ****p < 3.83e–09, the data was tested by Wilcoxon's rank sum test. (**H**) Boxplots showing inter-chromosome arm interaction frequencies between Col-0 (brick red) and 4 × Col-0 (blue). ****p < 5.05e–05 (Wilcoxon's rank sum test). (**I**) Boxplots showing inter-chromosome interaction frequencies between Col-0 (brick red) and 4 × Col-0 (blue). ****p < 2.79e–05 (Wilcoxon's rank sum test).

To better understand the chromosomal architecture of autotetraploid Arabidopsis, we applied a Hi-C approach to compare the spatial organization of genomes in diploid and autotetraploid seedlings. 

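Hi-C joins pieces of DNA that lie close together in fixed nuclei by ligation, here after digestion with HindIII, and counts the joined pairs by sequencing. For each genotype, 2 libraries were made from aerial parts of the seedlings, numbered replicate 1 and replicate 2. The authors processed the reads with HiC-Pro and Juicer and deposited, for each library, a matrix of normalized contact signal between bins of 50 kb on the 5 chromosomes. Within a chromosome every bin has the same total, as KR balancing gives, and pairs of bins on different chromosomes carry the same bin factors, but the libraries were not scaled to a common depth. Dividing out the bin factors gave whole numbers of contacts for 100% of the low values, both within and between chromosomes. The balanced signal was used as deposited and divided by the total of its library, and each library gave 1 value per measure. Pericentromeres were set by a rule fixed in advance, because the published coordinates that the paper cites were not used here. The rule took the longest run of bins in which the running mean of protein-coding genes over 21 bins stayed under 50% of the median of the chromosome. It gave 13050001 to 16600000 on chromosome 1, 2050001 to 6300000 on chromosome 2, 11200001 to 15850000 on chromosome 3, 2700001 to 5500000 on chromosome 4 and 10050001 to 13850000 on chromosome 5. Telomeric regions were the outer 5% of each chromosome at each end, after the legend of Figure 2F. Differences between the genotypes were tested with an exact permutation test over the 4 libraries, two-sided, whose smallest possible p-value is 0.333, so no single contact measure could reach 0.05. A difference is described as larger than the spread when both 4 × Col-0 libraries lie on the same side of both Col-0 libraries.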

After filtering and alignment to Col-0 reference genome (TAIR10), we obtained total 22 million and 32 million valid Hi-C reads from wild type and autotetraploid Arabidopsis, respectively (Supplementary Table S3), with a high reproducibility between the biological replicates (Supplementary Figure S2A and B). 

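The contacts recovered from the matrices numbered 2753691 in Col-0 replicate 1, 19481902 in Col-0 replicate 2, 6153679 in 4 × Col-0 replicate 1 and 26166512 in 4 × Col-0 replicate 2. Summed by genotype, they came to 22235593 and 32320191. The paper's Supplementary Table S3 reports 2788001, 19565133, 6218083 and 26460490 valid interactions for the same libraries, and the matrices hold between 98.8% and 99.6% of them. In both genotypes the replicate 1 library is the shallower. Valid interactions made up 2.76% and 14.3% of the mapped reads in the Col-0 replicates and 5.55% and 17.6% in the 4 × Col-0 replicates. The effect of this share on the contact measures was not tested. Pairs of bins without any contact made up 58.7% and 11.0% of all pairs in the Col-0 replicates and 34.5% and 5.15% in the 4 × Col-0 replicates. A pair of bins on different chromosomes held on average 0.441 and 3.01 contacts in Col-0 and 1.05 and 4.46 in 4 × Col-0. Over all 2845305 pairs of bins, the Pearson correlation between replicates was 0.933 in Col-0 and 0.957 in 4 × Col-0, and that between the deeper libraries of the 2 genotypes was 0.981. Over pairs on different chromosomes alone, the same correlations were 0.264, 0.384 and 0.614. These correlations run across pairs of bins, which are not independent replicates.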

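Between the replicates of one genotype, the share of contacts within chromosome arms differed by 0.04 in Col-0 and 0.01 in 4 × Col-0 on the log2 scale, replicate 2 over replicate 1. The share of contacts between chromosomes differed by −0.07 and −0.01 in the same way. Single pairs of bins cannot be tested within a genotype that has 2 libraries, so the 4 libraries were regrouped in limma on log2(scaled signal + 1), with Benjamini-Hochberg adjustment. Setting the replicate 1 libraries against the replicate 2 libraries gave 5 pairs of bins with an adjusted p-value under 0.05 among the 210323 tested. The remaining split, which mixed both genotype and replicate number, gave 7 such pairs.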

Differential analysis between Hi-C replicates of Col-0 or 4 × Col-0 was also performed to assess the stochastic variation of the experiments, the results showed no obvious interaction differences between the replicates of Col-0 or 4 × Col-0 (Supplementary Figure S2C and D).

We then calculated the interaction difference matrix from the reads with the same sequencing depth between Col-0 and 4 × Col-0 to reveal the chromosome clustering traits caused by genomic doubling. Genome-wide chromatin interaction difference matrix revealed that autotetraploid Arabidopsis has increased inter-chromosomal interactions, and reduced intra-arm interactions compared to Col-0 (Figure 2C). 

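Contacts between different chromosomes made up 35.8% and 34.2% of all contacts in the Col-0 replicates and 38.3% and 38.1% in the 4 × Col-0 replicates, a log2 ratio of 0.12 that was larger than the spread between replicates (exact permutation test, p = 0.333). Contacts within a chromosome arm, pericentromeres excluded, made up 38.7% and 39.8% in Col-0 and 36.5% and 36.6% in 4 × Col-0, a log2 ratio of −0.10 that was also larger than the spread (exact permutation test, p = 0.333). The alternative that moved the intra-arm ratio most was its share of contacts within chromosomes in place of all contacts, with a log2 ratio of −0.03. The difference matrix was also tested pair by pair, over 202568 pairs of bins on one chromosome and 7755 on different chromosomes whose mean scaled signal was at least 10. Under limma's moderated test with Benjamini-Hochberg adjustment, a single pair passed an adjusted p-value of 0.05 (adjusted p = 0.0158), with less contact in 4 × Col-0. At an unadjusted p-value under 0.05 there were 8009 pairs, 3.81% of those tested, of which 1902 were higher and 6107 lower in 4 × Col-0. Among the 9898 such pairs of 200 kb bins, 7504 were higher and 2394 lower, and most pairs tested there lay on different chromosomes. For tested pairs on different chromosomes, the median log2 ratio was −0.225 with 50 kb bins and 0.147 with 200 kb bins. The signal limit kept 7755 pairs on different chromosomes with 50 kb bins and 140473 with 200 kb bins, so unlike pairs were compared. With 50 kb bins, the same median was −0.358 for the split by replicate number and −0.149 for the mixed split. The change of sign therefore cannot be laid to bin size alone. The 50 kb value does not stand apart from differences between the libraries.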

The ratio of trans/cis interaction confirmed this phenomenon at 50 kb binning resolution (Figure 2D), in which autotetraploid Arabidopsis showed a high ratio of trans/cis (inter-/intra) interaction frequency.

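The ratio of trans to cis contacts was 0.559 and 0.520 in the Col-0 replicates, with a mean of 0.539 ± 0.0274 (SD, n = 2). In 4 × Col-0 it was 0.620 and 0.616, with a mean of 0.618 ± 0.00310 (SD, n = 2). The log2 difference was 0.20, and both autotetraploid libraries lay above both diploid libraries (exact permutation test, p = 0.333). Between same-numbered libraries the difference was 0.15 for replicate 1 and 0.24 for replicate 2, against −0.10 between the Col-0 replicates and −0.01 between the 4 × Col-0 replicates. Without the contacts inside single bins the log2 difference was 0.19.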

To better understand the distribution of intra-chromosomal contacts, we used Interaction Decay Exponents (IDEs) with power-law curves to reveal the difference of chromatin fiber characters between autotetraploid and diploid. The IDE could characterize chromatin packing by calculating a linear fit to the average interaction frequencies observed at given genomic distances. The results displayed that interaction frequency decreases as the genomic distance increases both in autotetraploid and wild type Arabidopsis. 

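Balanced contact frequency was averaged over all pairs of bins at each distance on one chromosome and expressed per pair, with each library scaled to the same total. At a distance of 50 kb it was 24.5 and 28.4 in the Col-0 replicates and 23.6 and 26.7 in the 4 × Col-0 replicates. At 1 Mb the frequencies were 2.13, 2.11, 1.964 and 1.93 in the same order, and at 10 Mb they were 0.343, 0.339, 0.361 and 0.346. The interaction decay exponent, the slope of log10 contact frequency on log10 distance from 50 kb to 3 Mb, was −0.680 and −0.715 in Col-0 and −0.683 and −0.710 in 4 × Col-0. The genotypes differed in this slope by 0.000917, less than the replicates of either one (exact permutation test, two-sided, p = 1). The sign of this difference turned with the settings, with −0.00159 for unbalanced contacts and −0.0135 for a fit from 50 kb to 1 Mb.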

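Contacts between 50 kb and 3 Mb on one chromosome were 36.0% and 37.7% of all contacts in the Col-0 replicates and 34.0% and 34.7% in the 4 × Col-0 replicates, a log2 ratio of −0.10 with both autotetraploid libraries below both diploid ones (exact permutation test, p = 0.333). As a share of the contacts within chromosomes, the contacts between 50 kb and 3 Mb gave a smaller log2 ratio of −0.03. By distance, the log2 ratio of 4 × Col-0 to Col-0 was −0.07 at 50 kb, −0.12 at 500 kb, −0.12 at 1000 kb and −0.07 at 3000 kb. At longer distances it was above 0, with 0.05 at 10000 kb and 0.17 at 20000 kb, where same-numbered libraries gave 0.20 and 0.13.

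**Figure D1:**
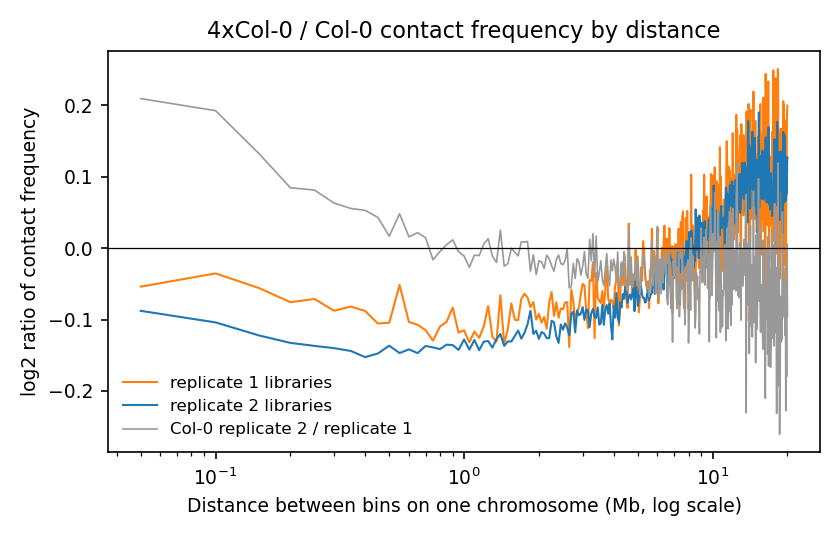
Log2 ratio of contact frequency in 4 × Col-0 to Col-0 (vertical axis) against genomic distance in Mb (horizontal log axis), with 1 line for the replicate 1 libraries and 1 for the replicate 2 libraries, and a grey line for Col-0 replicate 2 over replicate 1. Both genotype lines lie below 0 at short distances, with −0.11 and −0.13 at 1 Mb, and above 0 at 20 Mb.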

The intra-chromosomal interaction in autotetraploid showed decreased contact probabilities compared with Col-0 as a function of increasing genomic distance (Figure 2E). 

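On each chromosome separately, mean contact frequency between its bins up to 3 Mb apart was lower in 4 × Col-0. The log2 ratios were −0.10 on chromosome 1, −0.13 on chromosome 2, −0.11 on chromosome 3, −0.09 on chromosome 4 and −0.09 on chromosome 5. In all 5, both same-numbered pairs of libraries gave a lower value in 4 × Col-0. The change of the decay exponent between the genotypes ranged from −0.00607 on chromosome 1 to 0.0100 on chromosome 2, while the replicates of Col-0 on chromosome 1 had exponents of −0.660 and −0.700.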

Beside, power-law curves of individual chromosome indicated that each chromosome showed the same interaction pattern with the whole genome in autotetraploid (Supplementary Figure S3). In addition, we observed the decreased intra-pericentromeric interactions (chromatin interactions within the pericentromeric region of a chromosome) and intra-telomeric interactions (chromatin interactions within a telomere of a chromosome) in autotetraploid (Figure 2F and Supplementary Figures S4 and S5). However, increased inter-pericentromeric interactions (chromatin interactions among pericentromeres of all chromosomes) and decreased inter-telomeric interactions (chromatin interactions among telomeres of all chromosomes) were observed in autotetraploid plants (Supplementary Figure S6A and B).

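Contact frequency within pericentromeres was, in scaled contacts per pair of bins, 3.54 and 3.70 in the Col-0 replicates and 3.37 and 3.44 in the 4 × Col-0 replicates, a log2 ratio of −0.09. Within telomeric regions it was 7.10 and 7.76 in Col-0 and 6.73 and 7.08 in 4 × Col-0, a log2 ratio of −0.11. In both cases the autotetraploid libraries lay below the diploid ones (exact permutation test, p = 0.333 for each). Without Col-0 replicate 2 the log2 ratios were −0.06 and −0.04, and as a share of the contacts within chromosomes they were −0.02 and −0.03, where the libraries of the genotypes overlapped (exact permutation test, p = 0.667 for each). Pericentromeric frequency was lower on all 5 chromosomes, by a log2 ratio between −0.12 and −0.07, and telomeric frequency by one between −0.16 and −0.07. The decay exponent within pericentromeres was less negative in 4 × Col-0 on each chromosome, by 0.0357 on chromosome 1 to 0.0942 on chromosome 4. In the telomeric regions the mean change ran from −0.0344 on chromosome 5 to −0.0219 on chromosome 1, but the libraries of the genotypes overlapped on each chromosome except chromosome 3.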

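Between pericentromeres of different chromosomes, the frequency in the same unit was 0.173 and 0.182 in the Col-0 replicates and 0.2003 and 0.222 in the 4 × Col-0 replicates, a log2 ratio of 0.25 that was larger than the spread (exact permutation test, p = 0.333). Between telomeric regions of different chromosomes, it was 0.545 and 0.527 in Col-0 and 0.562 and 0.511 in 4 × Col-0. The log2 ratio of 0.001 was far smaller than the spread between replicates (exact permutation test, p = 1), and the same-numbered libraries differed by 0.04 for replicate 1 and −0.04 for replicate 2. As a share of the contacts between chromosomes, which rose as a whole, inter-telomeric contacts were lower in 4 × Col-0, with a log2 ratio of −0.12, and inter-pericentromeric contacts gave 0.13, with overlapping libraries (exact permutation test, p = 0.667). With unbalanced contacts the inter-pericentromeric log2 ratio was 0.11, and the libraries of the genotypes overlapped as well.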

To better understand the chromatin packing in autotetraploid Arabidopsis, we compared the interaction frequencies within an arm of a chromosome (intra-arm), between two arms of a chromosome (inter-arm) or among different chromosomes (inter-chromosome). We found that the intra-arm interactions in 4 × Col-0 tend to have lower frequency compared with Col-0 (Figure 2G), and inter-arm interactions have no obvious interaction changes (Figure 2H), suggesting that autotetraploid Arabidopsis have a relative less compactness in chromosome arms compared to Col-0. In addition, the inter-chromosome interactions presented higher strengths in autotetraploid than those in Col-0 according to the interaction frequencies between a specific chromosome and the remaining chromosomes (brick red and blue boxplots in Figure 2I). 

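As a share of the contacts within chromosomes, intra-arm contacts were 60.3% and 60.6% in the Col-0 replicates and 59.1% and 59.2% in the 4 × Col-0 replicates. Contacts between the 2 arms of a chromosome were 6.37% and 6.04% of all contacts in Col-0 and 7.01% and 6.54% in 4 × Col-0. Their log2 ratio was 0.13, above the spread between replicates (exact permutation test, p = 0.333), with 0.14 for the replicate 1 libraries and 0.11 for the replicate 2 libraries, and it was 0.08 without 4 × Col-0 replicate 1. From the lower frequency of intra-arm contacts, together with inter-arm contacts that it describes as without obvious change, the paper proposes that the chromosome arms of autotetraploid Arabidopsis are less compact than those of Col-0.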

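The contacts of each chromosome with the remaining chromosomes were summed and expressed as a share of all contacts of the library. Chromosome 1 had 16.8% and 16.0% in the Col-0 replicates and 17.9% and 17.6% in the 4 × Col-0 replicates, a log2 ratio of 0.12. The log2 ratio was 0.11 for chromosome 2 and for chromosome 3, 0.15 for chromosome 4 and 0.13 for chromosome 5. Each of these 5 shares was higher in both autotetraploid libraries than in both diploid libraries.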

We also found that the increased inter-chromosomal interactions for each chromosome are distributed largely uniformly across all other chromosomes (Supplementary Figure S6C).

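All 10 pairs of chromosomes had a larger share of contacts in 4 × Col-0, in both same-numbered pairs of libraries. The smallest log2 ratio was 0.08, between chromosomes 2 and 3, with 0.05 for the replicate 1 libraries and 0.12 for the replicate 2 libraries. The largest was 0.17, between chromosomes 4 and 5, where same-numbered libraries gave 0.13 and 0.20.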

In diploid Arabidopsis, a nuclear heterochromatic island structure was identified and known as KNOT (29,30). 

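The published positions of the KEE/IHI regions were not used here, so interchromosomal foci were chosen by a rule fixed in advance. The rule took, outside pericentromeres and telomeric regions, the 20 bins with the highest observed over expected contact with their 10 best partners on other chromosomes, in the replicate 1 libraries of both genotypes summed. These bins lay on chromosomes 1, 3, 4 and 5, among them 15500001 to 15600000 on chromosome 4 and 4750001 to 4850000 on chromosome 5. Over their 149 pairs on different chromosomes, the scaled frequency per pair was 0.612 and 0.645 in the Col-0 replicates and 0.699 and 0.672 in the 4 × Col-0 replicates, a log2 ratio of 0.13 with both autotetraploid libraries higher (exact permutation test, p = 0.333). The choice of bins used the replicate 1 libraries, and the replicate 2 libraries on their own gave 0.06, while unbalanced contacts gave 0.04. Relative to the other contacts of the same bins between chromosomes, the foci were 4.18 and 4.61 times enriched in Col-0 and 4.48 and 4.26 times in 4 × Col-0, which overlap.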

We found that autotetraploid also has the KEEs (Knot Engaged Elements)/IHIs (Interactive heterochromatic islands) regions in all chromosomes with slight weaker chromosome interaction frequency among them and flanking regions (Supplementary Figure S6D).

In order to understand the spatial chromosome arrangement of the duplicated genome in nucleus, we calculated the log-ratio of the observed inter-chromosome interaction frequencies and the expected interaction frequencies as described (55). The matrix showed that autotetraploid has equal interactions among all chromosomes to those of Col-0, indicating that genome duplication has a limited effect on the spatial interactions of chromosome territories (Supplementary Figure S6E).

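The log2 ratio of observed to expected contacts between chromosomes, with the expected value from the total of each chromosome, was highest for chromosomes 1 and 5, at 0.107 and 0.102 in the Col-0 replicates and 0.107 and 0.104 in the 4 × Col-0 replicates. It was lowest for chromosomes 2 and 3, at −0.0871 and −0.0897 in Col-0 and −0.104 and −0.0981 in 4 × Col-0. Over the 10 pairs of chromosomes, the change between the genotypes ran from −0.0126 to 0.00772. From the equal interactions among the chromosomes in this matrix, the paper concludes that genome duplication has a limited effect on the spatial interactions of chromosome territories.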

### Specific chromatin structure domains were changed during autopolyploidization

Principal Component Analysis (PCA) of the distance-normalized and correlated intra-chromosomal interactions (17,29) was previously used to determine the arrangements of discrete structure domains. To determine whether there are any differences in the chromatin structure domain organization between Col-0 and 4 × Col-0, we compared the structure domains through the first principal component at 50 kb resolution. We divided Arabidopsis diploid and autotetraploid genomes into two types of distinct structure domains, one for the compacted structure domains (CSD) with negative values in the first eigenvector and the other for the loose structure domains (LSD) with positive values in the first eigenvector (Figure 3A and Supplementary Figure S7) (29). 

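Structure domains were called from the balanced matrices with the replicates of a genotype summed, on 2001 bins outside the pericentromeres. For each chromosome, the first eigenvector was taken of the Pearson correlation of the observed over expected matrix, with its sign set so that positive values go with gene density. A bin with a positive value was called LSD and a bin with a negative value CSD. Across bins, the eigenvectors of Col-0 and 4 × Col-0 had a Pearson correlation of 0.946 on chromosome 1, 0.938 on chromosome 2, 0.846 on chromosome 3, 0.724 on chromosome 4 and 0.680 on chromosome 5. The eigenvector of Col-0 also followed the position along the chromosome, with correlations between −0.728 on chromosome 3 and 0.622 on chromosome 4, and that of 4 × Col-0 did so too, with correlations between −0.610 on chromosome 3 and 0.639 on chromosome 2, so part of both separates the 2 arms. On chromosome 5 its correlation with gene density was 0.0406 in Col-0 and 0.363 in 4 × Col-0.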

Our results indicated that the autotetraploid and diploid have similar interaction matrix patterns of the discrete structure domains (Figure 3A and Supplementary Figure S7), with certain regions showing changes in structure domains from CSD to LSD or LSD to CSD (Figure 3B). Compared with Col-0, 48.09% and 39.5% of the genome showed conserved LSD and CSD in autotetraploid Arabidopsis (Figure 3C), respectively. 

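Of the 2001 bins, 1225 (61.2%) were LSD in both genotypes and 460 (23.0%) were CSD in both. With the eigenvector taken per chromosome arm in place of per chromosome, these shares were 65.2% and 27.6%. The setting with the fewest CSD bins was that of unbalanced contacts, where 99.7% of the bins were LSD in both genotypes.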

Interestingly, we found that 6.08% of structure domains in Col-0 genome converted from CSD to LSD, and 6.25% converted from LSD to CSD in autotetraploid (Figure 3C). 

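In total 155 bins (7.75%, exact binomial 95% confidence interval 6.61% to 9.01%) changed from CSD in Col-0 to LSD in 4 × Col-0, and 161 bins (8.05%, 6.89% to 9.33%) changed from LSD to CSD. Together these are 15.8% of the bins. The intervals treat the bins as independent, which neighbouring bins are not, and they leave out the spread between libraries, so they are too narrow. Between the replicates of one genotype called in the same way, 18.6% of the bins differed in Col-0 and 11.8% in 4 × Col-0, so the share that switched between the genotypes lay between these values. Called from the replicate 1 libraries alone 23.7% of the bins switched, and from the replicate 2 libraries alone 15.1%, and without the replicate 2 libraries the share from LSD to CSD was 14.0%. With the eigenvector per chromosome arm, 4.25% went from CSD to LSD and 2.95% from LSD to CSD. The settings gave between 0.300% and 13.5% for the first direction, the highest with narrower pericentromeres, set at 25% of the median gene density.

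**Figure D2:**
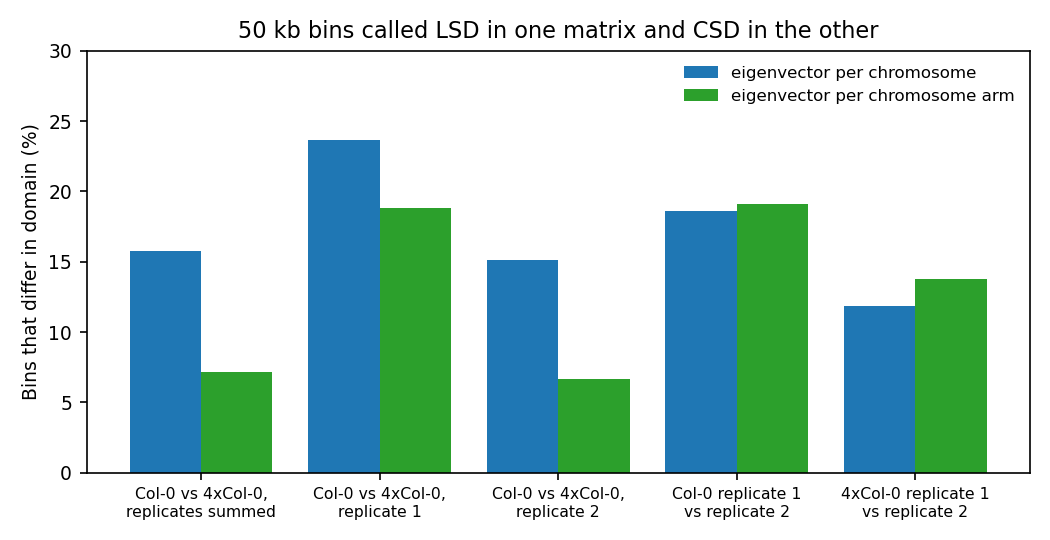
Percent of 50 kb bins whose structure domain differs (vertical axis, from 0), for the genotypes with replicates summed, the replicate 1 libraries, the replicate 2 libraries, the Col-0 replicates and the 4 × Col-0 replicates, with blue bars for the eigenvector per chromosome and green bars for the eigenvector per arm. The genotypes differ in 15.8% of the bins per chromosome and in 7.20% per arm, and the Col-0 replicates in 18.6% and 19.1%.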

To better characterize SD switching, we quantified the chromosome preferences. 

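Switched bins were counted as a share of the bins called on each chromosome. From LSD to CSD, 8.57% of the bins switched on chromosome 1, 8.09% on chromosome 2, 10.6% on chromosome 3, 6.65% on chromosome 4 and 6.28% on chromosome 5. From CSD to LSD, 0.559% switched on chromosome 1, 2.27% on chromosome 2, 6.90% on chromosome 3, 9.49% on chromosome 4 and 19.3% on chromosome 5, which held 89 of the bins. On chromosome 5, 30.3% of the bins differed between the Col-0 replicates. With the eigenvector per arm, the largest shares were 4.85% on chromosome 2 from LSD to CSD and 6.06% on chromosome 5 from CSD to LSD, where chromosome 1 had 5.03%. The longest runs of bins from CSD to LSD were 24600001 to 25700000 on chromosome 5, with 334 genes, and 650001 to 1500000 on chromosome 4, with 246 genes. Those from LSD to CSD were 10250001 to 11200000 on chromosome 3, with 229 genes, and 9000001 to 9350000 on chromosome 5, with 87 genes. With the eigenvector per arm, 4 of the 19 bins of the run on chromosome 3 switched in one direction or the other, and 0 of the bins of the other runs.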

We found that the compartment transitions from LSD to CSD occur mostly on chromosome 1 (Chr1) and Chr4, and CSD to LSD mainly on Chr1 and Chr2 (Figure 3D). 

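Observed over expected contact between bins of the same type was 1.05 in LSD and 1.04 in CSD in Col-0 replicate 1, and the log2 ratio of CSD to LSD was −0.01 and −0.0004 in the Col-0 replicates and −0.05 and −0.04 in the 4 × Col-0 replicates. Counting only contacts within 1 Mb, without division by the expected value, the log2 ratio of CSD to LSD was 0.18 and 0.17 in Col-0 and 0.18 and 0.19 in 4 × Col-0. The mean within 1 Mb was thus higher in CSD in all 4 libraries, while contact corrected for distance was not. The pairs within 1 Mb were not matched on distance between LSD and CSD. A different mix of distances and more frequent contact in CSD therefore cannot be told apart there.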

Quantification of chromatin interactions in LSD and CSD revealed that there is a higher interaction frequency in CSD and lower in LSD both in 4 × Col-0 and Col-0 (Supplementary Figure S7E).

**Figure 3.**
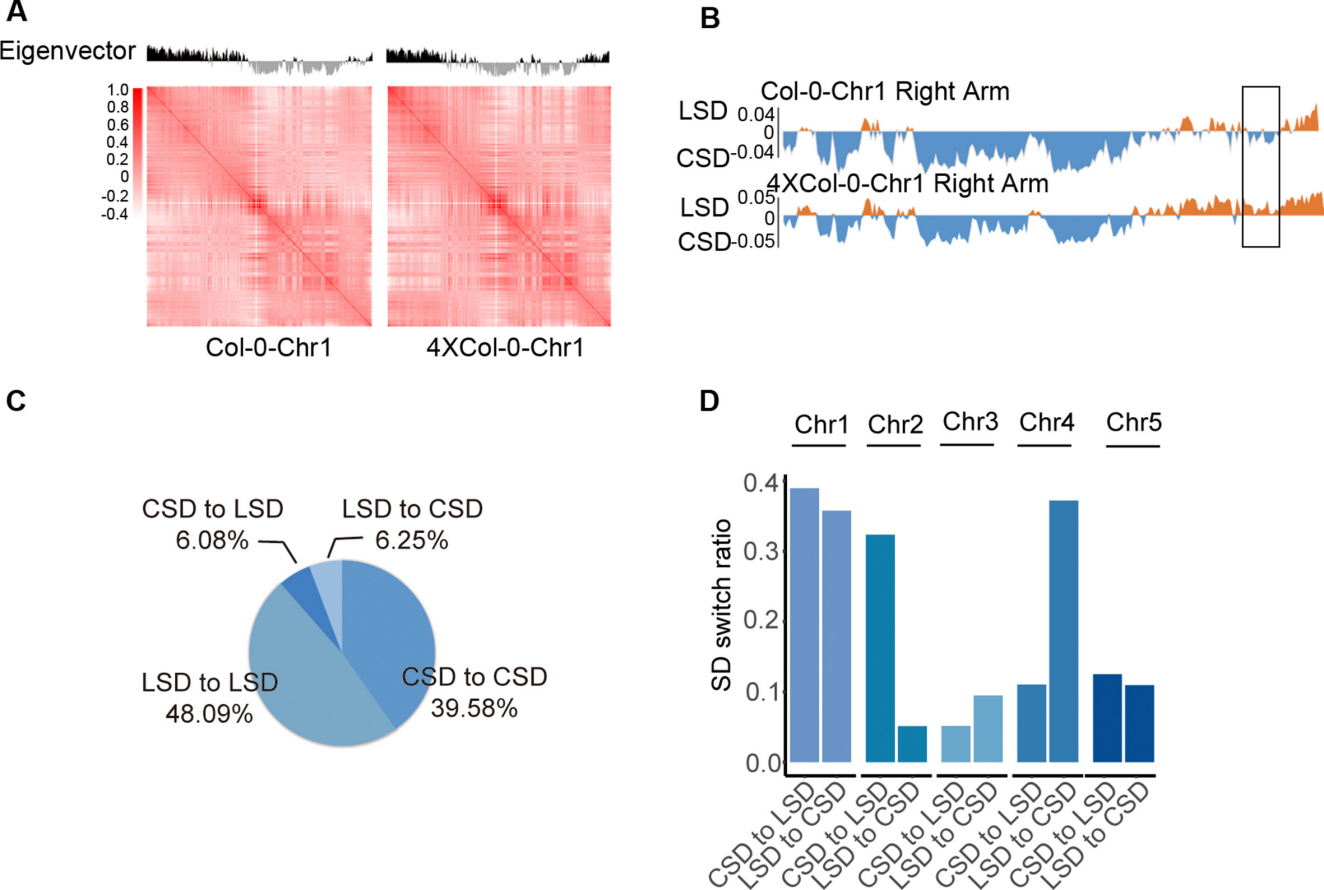
Comparison of chromatin structure domains between Col-0 and 4 × Col-0 Arabidopsis. (**A**) Pearson correlation coefficient matrix and its respective first eigenvector of chr1. The dark regions with positive values in the first eigenvector represent loose structure domains (LSD) and the gray regions with negative values represent compact structure domains (CSD). Genomic bin size: 50 kb. (**B**) First eigenvector of chr1 right arm (18 000 000–30 427 671 bp). CSDs are presented in blue and LSDs in orange. The dark block highlights the transition region from CSD in Col-0 to LSD in 4 × Col-0 (28 850 000–29 550 000 bp). (**C**) Pie chart representing the percentages of genomic structure domain changes between Col-0 and 4 × Col-0. LSD to LSD represents the loose chromatin domains in both Col-0 and 4 × Col-0. CSD to CSD represents the compact chromatin domains in both Col-0 and 4 × Col-0. LSD to CSD denotes loose chromatin domains in Col-0 but compact in 4 × Col-0, whiles CSD to LSD denotes compact chromatin domains in Col-0 but loose in 4 × Col-0. (**D**) Bar graph showing the statistics of structure domain changes in all chromosomes between Col-0 and 4 × Col-0. The annotations of CSD to LSD and LSD to CSD are the same as in (C).

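The region of chromosome 1 that starts at 28850001 spans 14 bins (700 kb) and holds 200 genes, of which 179 are protein-coding. All of its bins were called LSD in both genotypes, with a mean eigenvector value of 0.497 in Col-0 and 0.758 in 4 × Col-0. In the single libraries the mean value was 0.906 and 0.420 in the Col-0 replicates and 0.911 and 0.697 in the 4 × Col-0 replicates, so the difference between the genotypes was within the spread. The eigenvector of the arm gave means of 0.965 and 1.00 and called all 14 bins LSD as well.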

We also analyzed the genome elements in the chromosome regions converted from CSD to LSD with RepeatMasker. The results showed that the CSD to LSD regions contain retroelements (1.89%), DNA transposons (1.36%), small RNA (0.08%), satellite DNA (0.06%), low complexity DNA (0.41%) and simple repeat sequence (1.29%). Then we annotated the genes in the CSD to LSD switched regions with ARAPORT (Arabidopsis Information Portal). We found that there were 1749 coding genes (83%), 310 non-coding genes (14.7%) and 48 pseudogenes (2.3%).

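By the middle of each gene, the 155 bins that went from CSD to LSD held 2349 genes in the TAIR10.1 annotation, 15.2 per bin. Of these, 2133 (90.8%) were protein-coding, 80 (3.41%) were pseudogenes and 97 (4.13%) were RNA genes of other kinds. Over all bins called, 88.1% of the genes were protein-coding and 6.42% pseudogenes. Only 5 of these bins (3.23%) also switched with the eigenvector per arm.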

Similarly, we found that LSD to CSD regions contain retroelements (3.75%) and DNA transposons (2.51%), small RNAs (0.14%), low complexity DNA (0.38%) and simple repeat sequence (1.29%). The same gene annotation was also performed in these regions. The results showed that there were 939 coding genes (83.3%), 160 non-coding genes (14.2%) and 28 (2.5%) pseudogenes.

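The 161 bins that went from LSD to CSD held 2197 genes, 13.6 per bin, of which 1782 (81.1%) were protein-coding, 278 (12.7%) were pseudogenes and 103 (4.69%) were other RNA genes. With the eigenvector per arm, 15 of these bins (9.32%) switched as well.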

### The specific chromatin structure domain correlates with histone modifications H3K4me3 and H3K27me3 in autotetraploid.

The changes of chromatin structure domains in the autotetraploid prompted us to test whether histone modifications associate with these alterations. 

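ChIP-seq recovers the DNA bound by nucleosomes that carry a histone mark, H3K4me3 for active promoters and H3K27me3 for repressed chromatin. For each mark, 2 libraries per genotype were made from the aerial parts of seedlings, and an anti-H3 library was made for each genotype. The authors aligned the reads with BWA, called peaks with Macs2 against the anti-H3 reads and deposited the peak lists, with a fold enrichment and the −log10 of a q-value for each peak. The peak lists hold no read counts, so the depth of the ChIP-seq libraries is unknown, and the levels are given as the percent of a bin, a gene or the genome covered by peaks. This measure saturates in regions that are fully covered and is not the RPKM used in the paper. Between 16520 and 17116 peaks per library were called for H3K4me3 and between 6274 and 7127 for H3K27me3. The sample titles and the file names give the Col-0 H3K4me3 libraries opposite replicate numbers, and the numbers of the titles are used. The peaks of one H3K4me3 list of each genotype carry the label 'merge' in their names and those of the other 'Rep4', which the paper does not explain, so it is not known whether each of these lists comes from 1 library and whether the lists of a genotype are independent. Differences between groups of bins were tested by circular shifts of the domain calls along each chromosome, two-sided, with 100000 draws, because neighbouring bins are not independent.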

To examine the epigenomic dynamics between autotetraploid and diploid Arabidopsis, we analyzed H3K4me3 and H3K27me3 histone modifications by ChIP-seq. 

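H3K4me3 peaks covered 8.65% and 7.53% of the genome in the Col-0 replicates and 8.63% and 9.59% in the 4 × Col-0 replicates. The means of 8.09% ± 0.790 (SD, n = 2) and 9.11% ± 0.679 (SD, n = 2) came from libraries that overlapped between the genotypes. Paired by the numbers of the file names, coverage rose in both pairs, from 7.53% to 8.63% and from 8.65% to 9.59%. Paired by those of the sample titles, it went from 8.65% to 8.63% and from 7.53% to 9.59%. Which pairing holds, if any, is not known. H3K27me3 peaks covered 11.7% and 11.4% in Col-0 and 12.4% and 12.0% in 4 × Col-0, with means of 11.6% ± 0.187 and 12.2% ± 0.253, and here both autotetraploid libraries were higher. With peaks of a q-value of 1e-05 or less alone, H3K27me3 peaks covered 8.41%, 7.65%, 8.16% and 8.80% in the same order, and the genotypes overlapped. Per 50 kb bin, the coverage of the replicates had a Pearson correlation across bins of 0.986 in Col-0 and 0.990 in 4 × Col-0 for H3K4me3, and of 0.991 and 0.993 for H3K27me3.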

At the genome-wide scale, we found that the levels of H3K4me3 and H3K27me3 in 4 × Col-0 are only slightly lower than those in Col-0 (Figure 4A and B) with high Pearson's correlation coefficients between the two replicates of each experiment (Supplementary Figure S8). However, there were no obvious differences of H3K4me3 and H3K27me3 on each individual chromosome (Supplementary Figure S9A and B). These results suggested that the global levels of H3K4me3 and H3K27me3 were not obviously affected by the genome duplication. 

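By chromosome, H3K4me3 coverage was higher in 4 × Col-0 by 0.867 percentage points on chromosome 2 to 1.11 on chromosome 5, and only on chromosome 5 did both autotetraploid libraries exceed both diploid ones. Paired by the numbers of the file names, H3K4me3 coverage rose in both pairs on each chromosome. Paired by the sample titles, the replicate 1 library of 4 × Col-0 was slightly lower on chromosomes 1 to 4. H3K27me3 coverage was higher by 0.446 points on chromosome 3 to 0.788 on chromosome 1, and on each of the 5 chromosomes both autotetraploid libraries were higher. With 2 libraries per genotype, an exact permutation test cannot give a p-value under 0.333 on any of them.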

We then analyzed the H3K4me3 and H3K27me3 modifications on chromatin structure domains. 

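Bins called LSD had more H3K4me3 than bins called CSD of the same genotype, by 3.33 and 3.03 percentage points of coverage in the Col-0 replicates (circular-shift permutation test, p = 0.00015 and 1e-04) and by 5.14 and 5.65 points in the 4 × Col-0 replicates (p = 1e-05 for both, the smallest p-value that 100000 draws can give). In Col-0 replicate 1 the means were 11.1% in 1386 LSD bins and 7.81% in 615 CSD bins. H3K27me3 went the other way, with LSD minus CSD differences of −4.39 and −4.18 points in Col-0 (permutation test, p = 5e-05 and 9e-05) and −8.31 and −8.06 points in 4 × Col-0 (p = 1e-05 for both). In Col-0 the eigenvector per arm gave 5.25 and 4.72 points for H3K4me3 and −7.23 and −7.14 points for H3K27me3, and bins called alike in both replicates 5.07, 4.57, −7.23 and −6.94. In 4 × Col-0 the eigenvector per arm gave 5.15, 5.66, −7.45 and −7.19 points, bins called alike 6.20, 6.82, −10.2 and −9.79, and peaks with a q-value of 1e-05 or less 4.99, 5.52, −6.16 and −6.36.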

The results showed that the CSD compartments in both Col-0 and 4 × Col-0 had a higher level of H3K27me3 and lower level of H3K4me3 compared to LSD (Figure 4C and D), and LSD compartments in both Col-0 and 4 × Col-0 had a lower level of H3K27me3 and higher level of H3K4me3 compared to CSD (Figure 4C and D).

**Figure 4.**
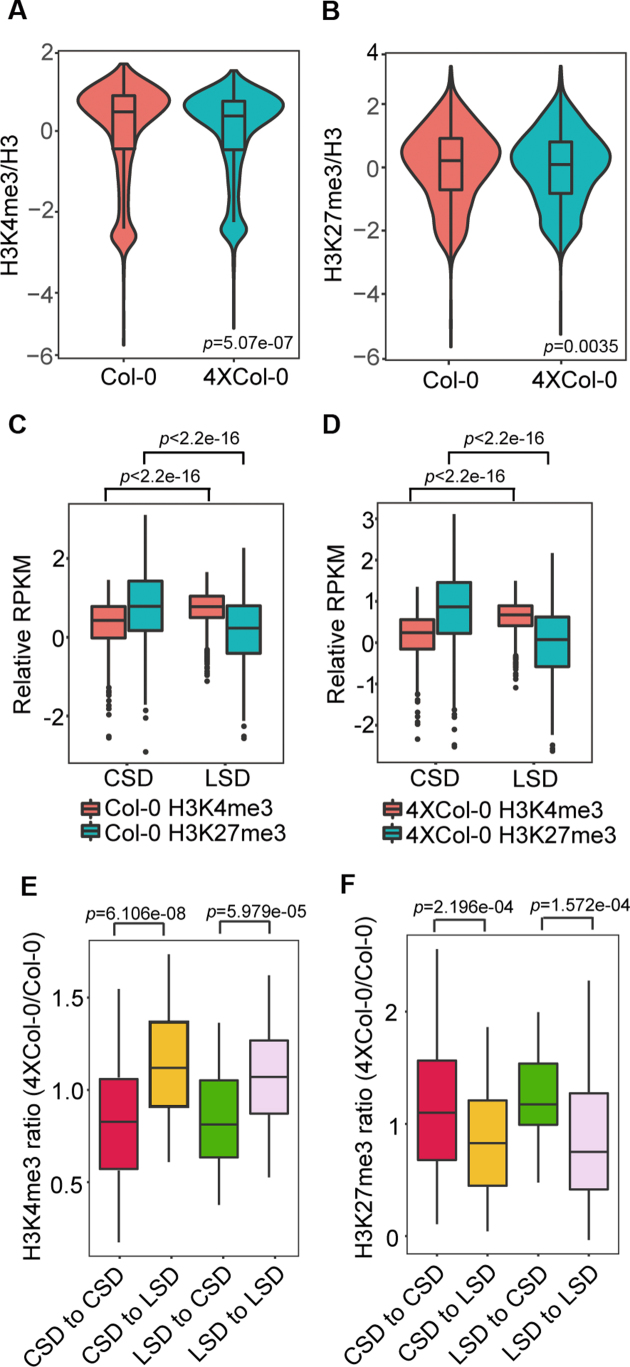
The relationship between chromatin status and histone modifications in Col-0 and 4 × Col-0 Arabidopsis. (**A**) H3K4me3 levels in genomes of Col-0 and 4 × Col-0 Arabidopsis, plotted as the ratio of H3K4me3 to H3 ChIP-seq. (**B**) H3K27me3 levels in genomes of Col-0 and 4 × Col-0 Arabidopsis, plotted as the ratio of H3K27me3 to H3 ChIP-seq. (C, D) H3K4me3 and H3K27me3 levels in CSD and LSD in Col-0 (**C**) and 4 × Col-0 (**D**). CSD regions have a higher level of H3K27me3 RPKM (reads per kilobase per million mapped reads) and lower level of H3K4me3 RPKM in both Col-0 and 4 × Col-0, whereas LSD regions have a higher level of H3K4me3 RPKM and lower level of H3K27me3. (**E**) Boxplot showing the ratio of H3K4me3 in 4 × Col-0 to Col-0 at the converted or no-converted structure domains. (**F**) Boxplot showing the ratio of H3K27me3 in 4 × Col-0 to Col-0 at the converted or no-converted structure domains. The *p* values were tested by Wilcoxon–Mann–Whitney test.

To gain insight into the correlation between histone modification and chromatin domain, we analyzed the distribution of histone modifications in the chromatin regions with converted and unconverted structure domains. Compared to the unconverted compacted structure domain (CSD to CSD in Figure 4E), we found that the level of H3K4me3 in 4 × Col-0 was higher in the chromatin regions where CSDs in Col-0 were converted to LSDs in 4 × Col-0 (CSD to LSD in Figure 4E and Supplementary Figure S9C). Similarly, compared with the unconverted loose structure domain (LSD to LSD in Figure 4E), we observed a lower level of H3K4me3 in 4 × Col-0 in the regions where LSDs in diploid were converted to CSDs in 4 × Col-0 (LSD to CSD in Figure 4E and Supplementary Figure S9C). Similarly, we compared the H3K27me3 modification level between converted and unconverted structure domains. 

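H3K4me3 coverage in the bins that went from CSD to LSD was 10.9% ± 1.09 (SD, n = 2) in Col-0 and 12.4% ± 0.914 (SD, n = 2) in 4 × Col-0, and in the bins that stayed CSD it was 6.05% ± 0.661 and 6.91% ± 0.541. Coverage rose by 1.52 points in the first group and by 0.864 in the second, and the difference of 0.660 points was past the circular-shift permutation test (p = 1e-05, the smallest it can give). Same-numbered libraries gave 0.0926 and 1.23 points by the numbers of the sample titles, and 0.7001 and 0.620 by those of the file names, and without Col-0 replicate 2 of the titles it was 0.356. On the log2 scale, with 1 percentage point added, the difference was 0.01 (permutation test, p = 0.589), and with domains per arm it was 0.2003 points (p = 0.0887). In Col-0 itself, the bins that went from CSD to LSD already had 4.83 points more H3K4me3 than the bins that stayed CSD (permutation test, p = 5e-05).

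**Figure D3:**
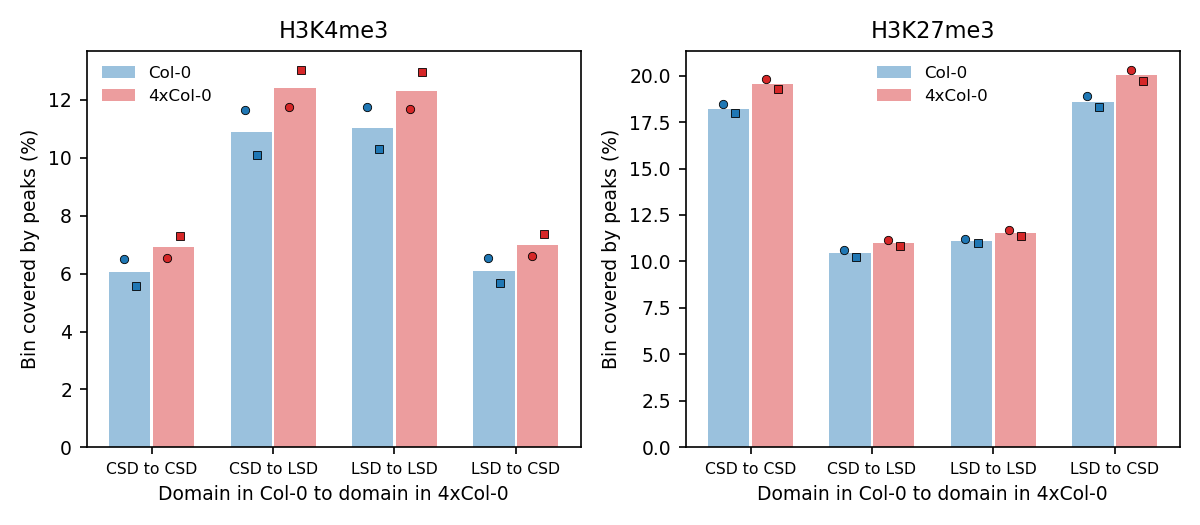
Percent of bin length covered by peaks of H3K4me3 and H3K27me3 (a panel each, vertical axes from 0) in bins grouped by structure domain in Col-0 and 4 × Col-0, with bars for the mean of 2 libraries, circles for replicate 1 and squares for replicate 2. In both genotypes, bins from CSD to LSD lie near the LSD to LSD bins, at 10.9% and 11.0% H3K4me3 in Col-0, and bins from LSD to CSD lie near the CSD to CSD bins.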

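In the bins that went from LSD to CSD, H3K4me3 coverage was 6.11% ± 0.609 (SD, n = 2) in Col-0 and 6.99% ± 0.527 in 4 × Col-0, a rise of 0.882 points. In the bins that stayed LSD it rose by 1.302 points, from 11.0% ± 1.03 to 12.3% ± 0.899. The difference of −0.420 points passed the circular-shift permutation test (p = 3e-05), and same-numbered libraries gave 0.140 and −0.980 points by the numbers of the sample titles and −0.453 and −0.387 by those of the file names, with −0.123 without Col-0 replicate 2 of the titles. On the log2 scale the difference was above 0, at 0.03 (permutation test, p = 0.0108), and with domains per arm it was −0.255 points (p = 0.0631).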

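In the bins that went from CSD to LSD, H3K27me3 coverage was 10.4% ± 0.254 (SD, n = 2) in Col-0 and 11.0% ± 0.253 in 4 × Col-0, a rise of 0.558 points. In those that went from LSD to CSD it rose by 1.43 points, from 18.6% ± 0.408 to 20.0% ± 0.418. Set against the change in unswitched bins of the same Col-0 domain, these are differences of −0.780 points (circular-shift permutation test, p = 0.00157) and 0.979 points (p = 1e-05, the smallest it can give). Same-numbered libraries gave −0.818 and −0.741 points for the first difference and 0.926 and 1.03 for the second. On the log2 scale the first difference was −0.04 (permutation test, p = 0.0955), and with domains per arm the second was 0.326 points (p = 0.154). In Col-0, the coverage of the bins from LSD to CSD lay 0.382 points from that of the bins that stayed CSD (permutation test, p = 0.792).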

The results showed that the level of H3K27me3 in 4 × Col-0 was lower in the CSD to LSD converted regions (Figure 4F and Supplementary Figure S9D) compared to unconverted CSD (CSD to CSD in Figure 4F), and the level of H3K27me3 in 4 × Col-0 was higher in the LSD to CSD converted regions (Figure 4F and Supplementary Figure S9D) compared to unconverted LSD (LSD to LSD in Figure 4F). We also checked the correlation between SD and the changes in H3K4me3 and H3K27me3 with Jaccard index. The results showed that the histone modifications correlate with the switched SDs (Supplementary Table S4). Together, these results indicated that the loose structure domains tend to enrich in the active histone modification H3K4me3 and the compacted structure domains are associated with the repressive histone modification H3K27me3. 

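A Jaccard index, the bases under peaks in both genotypes divided by the bases under peaks in either, was computed for each group of bins. For H3K4me3 it was 0.775 in the bins from CSD to LSD and 0.764 in the bins from LSD to CSD, against 0.758 in the bins that stayed CSD and 0.785 in those that stayed LSD. For H3K27me3 the values in the same order were 0.799, 0.808, 0.814 and 0.800. The Jaccard index between the replicates of Col-0 over the whole genome was 0.791 for H3K4me3 and 0.805 for H3K27me3, and single libraries of different genotypes gave between 0.751 and 0.814 for H3K4me3 and between 0.775 and 0.828 for H3K27me3.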

When the chromatin status in some loci changes upon genome duplication, the histone modifications in these domains altered accordingly.

We also analyzed the histone modification in the unconverted regions. Interestingly, we found that the CSD to CSD regions in the 4 × Col-0 had a higher H3K27me3 level than that of Col-0, and the LSD to LSD in the 4 × Col-0 had higher H3K4me3 level and lower H3K27me3 level than that of Col-0 (Supplementary Figure S9C and D), which implicated that the compacted chromatin regions might become more condensed and the loose chromatin regions become more decondensed after genome duplication.

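In the bins that stayed CSD, H3K27me3 coverage was 18.5% and 18.0% in the Col-0 replicates and 19.8% and 19.3% in the 4 × Col-0 replicates, a rise of 1.34 points. In the bins that stayed LSD it was 11.2% and 11.0% in Col-0 and 11.7% and 11.4% in 4 × Col-0, a rise of 0.450 points, with both autotetraploid libraries higher. With peaks of a q-value of 1e-05 or less alone, the rise in these bins was 0.139 points. H3K4me3 coverage in the bins that stayed LSD was 11.7% and 10.3% in Col-0 and 11.7% and 13.0% in 4 × Col-0, and the libraries of the genotypes overlapped. Paired by the numbers of the file names, it rose from 10.3% to 11.7% and from 11.7% to 13.0%. Paired by the sample titles, the replicate 1 libraries had 11.7% each and the replicate 2 libraries went from 10.3% to 13.0%. From higher H3K27me3 in unconverted CSD, and from higher H3K4me3 and lower H3K27me3 in unconverted LSD, the paper proposes that compacted chromatin becomes more condensed and loose chromatin more decondensed after genome duplication.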

### The transcriptions of a population of genes in autotetraploid Arabidopsis are specifically regulated by chromatin interaction

Differential expression analyses showed that the transcription levels of 743 genes were obviously changed in autotetraploid. First, we analyzed whether the changes in gene expressions were associated with histone modifications by comparing the H3K4me3 and H3K27me3 modification profiles between 4 × Col-0 and Col-0. 

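The mean share of the gene body covered by H3K4me3 peaks in the up-regulated genes was 13.7% and 12.2% in the Col-0 replicates and 15.0% and 17.2% in the 4 × Col-0 replicates, and in the down-regulated genes it was 15.2%, 12.5%, 12.5% and 15.4% in the same order. Over all genes these values were 15.6%, 13.6%, 15.4% and 17.1%. For H3K27me3, the up-regulated genes had 10.7%, 10.2%, 10.0% and 10.2%, and the down-regulated genes 44.3%, 45.8%, 43.5% and 44.2%. In all of these groups the genotypes lay within the spread between replicates, apart from the H3K4me3 of up-regulated genes, where both autotetraploid libraries were higher, and the H3K27me3 of both lists, where both were lower by less than the diploid replicates differed.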

The differentially-expressed genes did not show obvious differences in patterns and levels of H3K4me3 and H3K27me3 in autotetraploid Arabidopsis compared with these genes in wild type (Supplementary Figure S10A–D). 

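The share of genes with an H3K4me3 peak at a given position was counted in the nuclear genes. At 250 bp downstream of the TSS, 41.8% and 38.6% of all genes carried a peak in the Col-0 replicates and 42.7% and 45.1% in the 4 × Col-0 replicates. Among up-regulated genes these shares were 46.6%, 43.1%, 51.1% and 55.3%, and among down-regulated genes 24.4%, 19.9%, 20.5% and 24.4%. At 500 bp upstream of the TSS, the share in Col-0 replicate 1 was 7.12% of all genes, 8.03% of up-regulated and 2.28% of down-regulated genes. In the middle of the gene it was 11.3%, 8.94% and 16.6%, so peaks were most frequent just after the TSS in each list.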

Similar to all genes, the H3K4me3 was observed to be enriched in transcription-start site (TSS) (Supplementary Figure S10A to B) in both up- and down-regulated genes. 

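H3K27me3 peaks covered at least 50% of the gene body in 46.3% and 47.9% of the down-regulated genes in the Col-0 replicates and in 45.6% and 45.9% in the 4 × Col-0 replicates, against between 17.2% and 17.6% of all other genes. Fisher's exact test, two-sided and run per library, gave p-values of 1.36e-30, 8.35e-35, 1.35e-29 and 7.38e-31, or at most 2.69e-29 after Benjamini-Hochberg adjustment over the 8 tests. Of the up-regulated genes, 11.0%, 9.86%, 9.86% and 10.6% were covered in the same order, fewer than the other genes in all 4 libraries (Fisher's exact test, p = 8.98e-05, 1.05e-05, 4.92e-06 and 5.99e-05, adjusted p at most 8.98e-05). Against other genes that reach 1 FPKM, the mean log2 odds ratio of the 4 libraries was 0.12 (Fisher's exact test, p between 0.415 and 0.870). That comparison kept all 436 listed genes, of which 121 stay under 1 FPKM in both genotypes, so expression was not matched. It therefore cannot decide whether expression explains the lower share in the up-regulated list.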

Interestingly, compared to all genes, H3K27me3 shows elevated levels only in the bodies of down-regulated genes but not in up-regulated genes both in Col-0 and 4 × Col-0 (Supplementary Figure S10C to D). In addition, the relative amounts of H3K4me3 and H3K27me3 in differentially expressed genes were similar in Col-0 and 4 × Col-0 with slight down-regulation of H3K27me3 for up-regulated genes (Supplementary Figure S10E and F).

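H3K27me3 coverage of the gene body changed by −0.322 points in the up-regulated genes, against 0.0533 points in all other genes, and this lay within the spread of 10000 random lists of the same size (permutation test over genes, two-sided, p = 0.282). In the down-regulated genes it changed by −1.16 points (permutation test, two-sided, p = 0.00460), with −0.713 for the replicate 1 libraries and −1.60 for the replicate 2 libraries. H3K4me3 coverage rose by 3.12 points in the up-regulated genes and by 0.0989 points in the down-regulated genes, against 1.71 points in the other genes, and both values lay outside all random lists (permutation test, two-sided, p = 0.0002, the smallest that 10000 lists can give). By the sample titles, same-numbered H3K4me3 libraries gave 1.27 and 4.97 points in the up-regulated genes. In the down-regulated genes they gave −2.70 and 2.89 points, and the libraries of the genotypes overlapped. By the file names, coverage went from 12.2% to 15.0% and from 13.7% to 17.2% in the up-regulated genes. In the down-regulated genes it went from 12.5% to 12.5% and from 15.2% to 15.4%. Random lists test the choice of genes within these libraries and not the difference between genotypes. For that difference, an exact permutation test over 2 libraries each cannot reach 0.05.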

To further address the mechanism underlying the gene regulation during genome duplication, we asked whether the observed differential gene expressions between autotetraploid and diploid associated with chromatin packing. We aligned the differentially expressed genes with the genes localized in the altered interaction frequency chromatin bins. We found that most of genes (539/743, about 72.5%) in the differentially expressed gene library localized in the differential interaction bins (Figure 5A and Supplementary Table S5). 

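The only pair of bins with an adjusted p-value under 0.05 in limma's moderated test joined 2 bins that hold 31 genes, and 0 of the 743 genes of the paper's lists lay in them. A second set of bins was chosen after seeing this result, namely the 991 bins with more than the median number of 6 pairs at an unadjusted p-value under 0.05. It held 234 of the 743 listed genes (31.5%) and 38.5% of all genes, with 117 up-regulated and 117 down-regulated genes. Pairs at such a p-value were 3.81% of those tested, less than a limit of 0.05 gives on average without any difference. The split by replicate number gave 4.72% and the mixed split 3.31%. These bins therefore cannot be taken as bins that differ between the genotypes. The number of pairs called depended on the settings. It was 0 with bins of 200 kb, where 9898 pairs had an unadjusted p-value under 0.05, 34 with a mean signal of at least 5, 86 (26 higher and 60 lower in 4 × Col-0) with a replicate block, although nothing in the study pairs the libraries, and 67 with limma voom on the recovered contacts, which was chosen after seeing the data.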

Bootstrapping randomized analysis was then performed to analyze the confidence of this phenomenon. To this end, we randomly selected 1000 group of equal number (743) of no-regulated genes to determine the percentage of those genes fallen into the differentially interacting bins. The result showed that the top 5 percentile of randomly selected control genes is <60%, which is lower than the percentage of the differentially expressed genes localized in the differential interaction bins (72.5%) (Figure 5B), indicating that the gene expression in autotetraploid Arabidopsis associated with chromatin interaction. 

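As in the paper, 1000 random groups of 743 genes outside the lists were drawn. For the bins of the single called pair, the draws placed 0.0915% of their genes in the bins on average, so few that a count of 0 listed genes decides nothing. For the bins chosen by the number of pairs, the draws gave 38.7% on average, with 5th and 95th percentiles of 35.8% and 41.5%, and the listed genes lay below all 1000. Draws matched to the listed genes on mean expression gave 32.7% on average, from 30.0% to 35.5% between the same percentiles, and the listed genes lay at percentile 22.7 of them. The paper reasons from a share of listed genes in differential interaction bins above that of its random groups, and concludes that gene expression in autotetraploid Arabidopsis is associated with chromatin interaction.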

We also found that these 539 genes were related to starvation and stimulus response pathways (Figure 5C), consistent to the GO analysis of the differentially expressed genes between diploid and autotetraploid (Supplementary Table S2).

**Figure 5.**
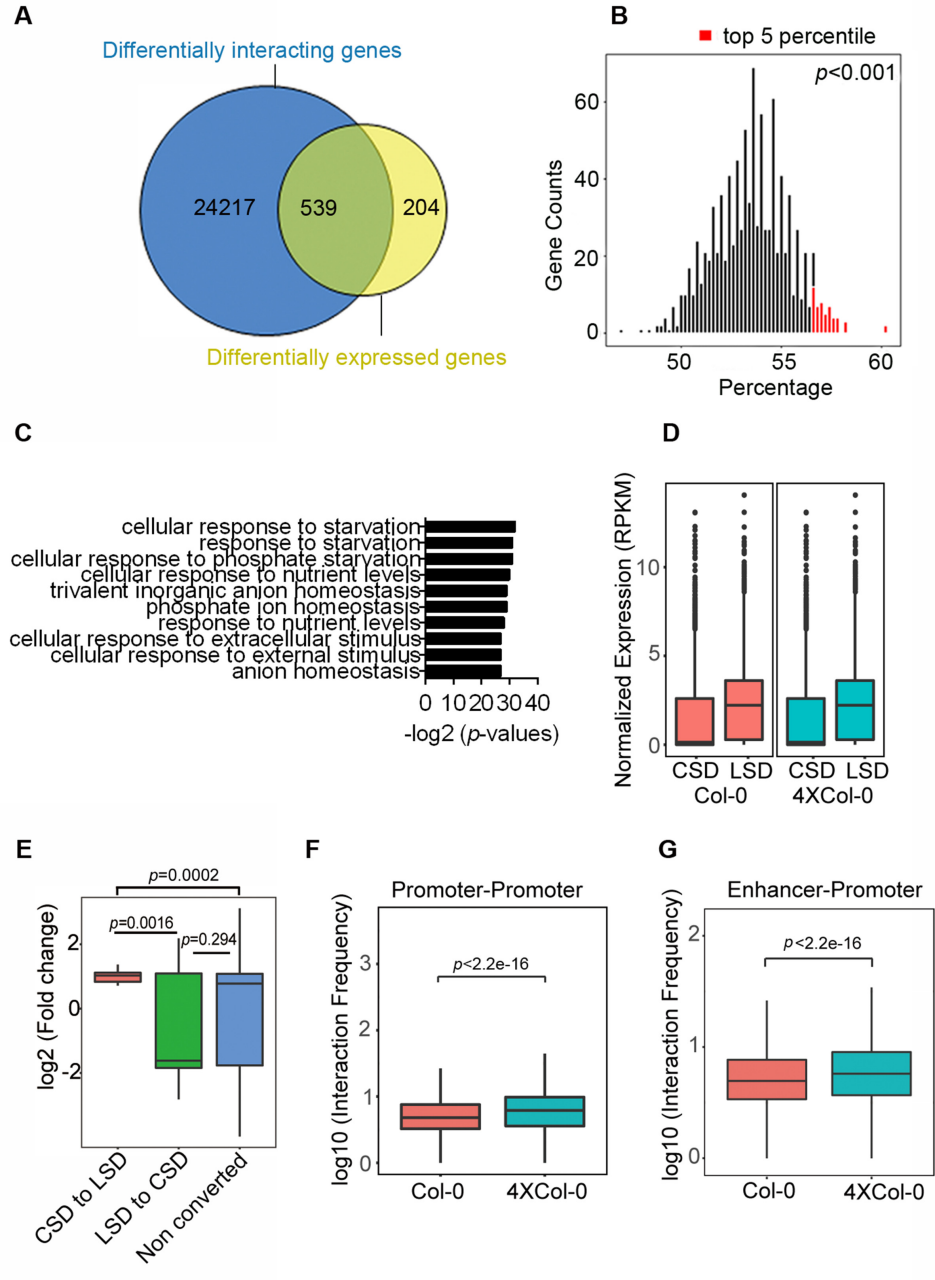
The relationship between chromatin structure and gene transcription in Col-0 and 4 × Col-0 Arabidopsis. (**A**) Venn diagrams showing numbers of genes in differential interaction bins (dark blue) and differentially expressed genes (yellow) in Col-0 and 4 × Col-0 Arabidopsis. The 539 genes were overlapped from the two conditions. (B) Histogram of randomly selected no-regulated genes in differentially interaction bins (*n* = 1000). The top 5 percentile of randomly selected control genes was labeled in red. (**C**) GO analysis of overlapped genes between the differentially expressed genes and those in differential interaction bins. (**D**) Expression levels of genes in the CSD (brick red) and LSD (blue) in Col-0 and 4 × Col-0 Arabidopsis. (**E**) Boxplot of the log2 fold change of expression levels from genes residing in the regions with chromatin structure domain transition between LSD and CSD or without domain transition (no converted). (**F**) Promoter-promoter interaction frequencies in Col-0 and 4 × Col-0 Arabidopsis. (**G**) Enhancer-promoter interaction frequencies in Col-0 and 4 × Col-0 Arabidopsis. The *p* values were tested by Wilcoxon rank-sum test.

To uncover the structure domains (SD) in the transcriptional regulation of the genome-doubled Arabidopsis, we analyzed the normalized RNA-seq RPKM in LSDs and CSDs, and found that genes in the LSD compartments display higher expression levels than those in CSD compartments for both Col-0 and 4 × Col-0 (Figure 5D). 

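The mean of log2(FPKM + 1) was 2.53 over 20487 genes in LSD bins and 1.94 over 8659 genes in CSD bins of Col-0, a difference of 0.59 (circular-shift permutation test, p = 2e-05). In 4 × Col-0 the means were 2.67 and 1.79, a difference of 0.88 (permutation test, p = 1e-05, the smallest the test can give). Over genes that reach 1 FPKM alone, the differences were 0.20 (permutation test, p = 0.00012) and 0.24 (p = 1e-05). With domains from the eigenvector per arm they were 0.86 in Col-0 and 0.84 in 4 × Col-0. The test treats neighbouring bins as linked and compares genes within a column, since there is 1 column per genotype.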

We then analyzed the differentially-expressed genes at the regions where the SD transitions occurred. We found that the differentially expressed genes in the regions of CSD to LSD tend to be obviously up-regulated (with 37 up-regulated genes and 7 down-regulated genes) (Figure 5E), and differentially expressed genes in the regions of LSD to CSD in autotetraploid (Figure 5E) tend to be slightly down-regulated (with 16 down-regulated genes and 13 up-regulated genes). 

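The bins from CSD to LSD held 45 up-regulated and 26 down-regulated genes of the paper's lists, so 63.4% were up-regulated, against 59.5% of the listed genes in unswitched bins (odds ratio 1.18, Fisher's exact test, two-sided, p = 0.608). The bins from LSD to CSD held 29 up-regulated and 30 down-regulated genes, 49.2% up-regulated (odds ratio 0.657, Fisher's exact test, p = 0.129). Neither share differed from that of unswitched bins beyond chance. With domains per arm, the bins from CSD to LSD held 24 up-regulated and 5 down-regulated genes, 82.8% against 58.1% (Fisher's exact test, p = 0.0108), and those from LSD to CSD 15 and 11 (p = 1). In the bins called alike in both replicates of each genotype, 15 up-regulated and 11 down-regulated genes lay in bins from CSD to LSD (Fisher's exact test, p = 1).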

We also found that a number of differentially expressed genes (657 genes) localize in the un-converted SD regions (Figure 5E), indicating that the chromatin interaction, but not the SD transition, is the major factor for the gene regulation upon genome duplication in Arabidopsis.

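Unswitched bins held 576 of the 743 listed genes, 343 up-regulated and 233 down-regulated, and the listed genes that lay in neither kind of bin were in bins without a domain call. Listed genes made up 3.02% of all genes in bins from CSD to LSD, 2.69% in bins from LSD to CSD and 2.34% in unswitched bins. From the number of differentially expressed genes in unconverted regions, the paper concludes that chromatin interaction, and not the transition of structure domains, is the major factor for gene regulation upon genome duplication.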

To gain more insight into the transcription regulation, we tested the genome-wide promoter-mediated interactions to address possible mechanisms through long-range interactions. We aligned all the promoters into the interaction bins and calculated the numbers of interactions among these bins. The results indicated that the promoter-promoter interaction frequency in the autotetraploid was higher than that in wild type (Figure 5F), implicating that the promoters in the polyploid have more intense interactions among them. 

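Promoters were taken as the 2 kb upstream of each TSS, and contacts were averaged over pairs of bins with more than the median number of promoters, as the paper's methods describe. The scaled frequency per pair was 0.381 and 0.380 in the Col-0 replicates and 0.381 and 0.376 in the 4 × Col-0 replicates, a log2 ratio of −0.01 within the spread between replicates (exact permutation test, two-sided, p = 1). Pairs on the same chromosome had 1.11 and 1.14 in Col-0 and 1.07 and 1.07 in 4 × Col-0, a log2 ratio of −0.07. Pairs on different chromosomes had 0.190 and 0.182 in Col-0 and 0.1998 and 0.194 in 4 × Col-0, a log2 ratio of 0.08 (exact permutation test, p = 0.333 for both kinds of pair). From a higher promoter-promoter interaction frequency, the paper proposes more intense interactions among promoters in the polyploid.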

Next we examined the interaction frequencies of other cis-regulatory elements like enhancers using the candidate enhancer library identified from DNase I hypersensitive site-sequencing data (46). We found that the enhancer-promoter interaction frequency in autotetraploid is also higher than that in diploid Arabidopsis (Figure 5G), implicating that long-range chromatin interaction might play an important role in the regulation of the doubled genome.

### Arabidopsis genome duplication remodeled the *FLC* gene loop

It was reported that autotetraploid confers a series of physiological consequences upon genome duplication. An obvious phenotype of the autotetraploid Arabidopsis plants is later flowering which might be regulated by the differentially expressed genes. 

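FLC (AT5G10140) lies on chromosome 5 of TAIR10 from 3173497 to 3179448 on the minus strand. Its value was 1.70 FPKM in Col-0 and 5.48 FPKM in 4 × Col-0, a log2 ratio of 1.26 on the log2(FPKM + 1) scale, 1.21 after upper-quartile scaling and 1.64 with a pseudocount of 0.1. The gene is in the paper's up-regulated list. Of the other genes that the paper's text names, HTR12 (AT1G01370) had 3.90 and 4.59 FPKM (log2 ratio 0.19), and CHC1 (AT5G14170), which encodes BAF60, had 32.1 and 33.0 FPKM (0.04, and −0.04 after upper-quartile scaling).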

We noticed that the transcript level of a floral repressor gene *FLOWERING LOCUS C* (*FLC*) was higher in autotetraploid than that in Col-0 in RNA-seq data (Supplementary Table S1). Recent studies revealed that the N- and C-terminal flanking regions of *FLC* form a gene loop which is affected by the chromatin-remodeling factor BAF60 (47,56,57). To compare the gene loop in *FLC* locus between autotetraploid and Col-0, we performed Chromatin Conformation Capture (3C) experiments. The results showed that the relative amount of *FLC* loop increased in autotetraploid plants (Figure 6A).

**Figure 6.**
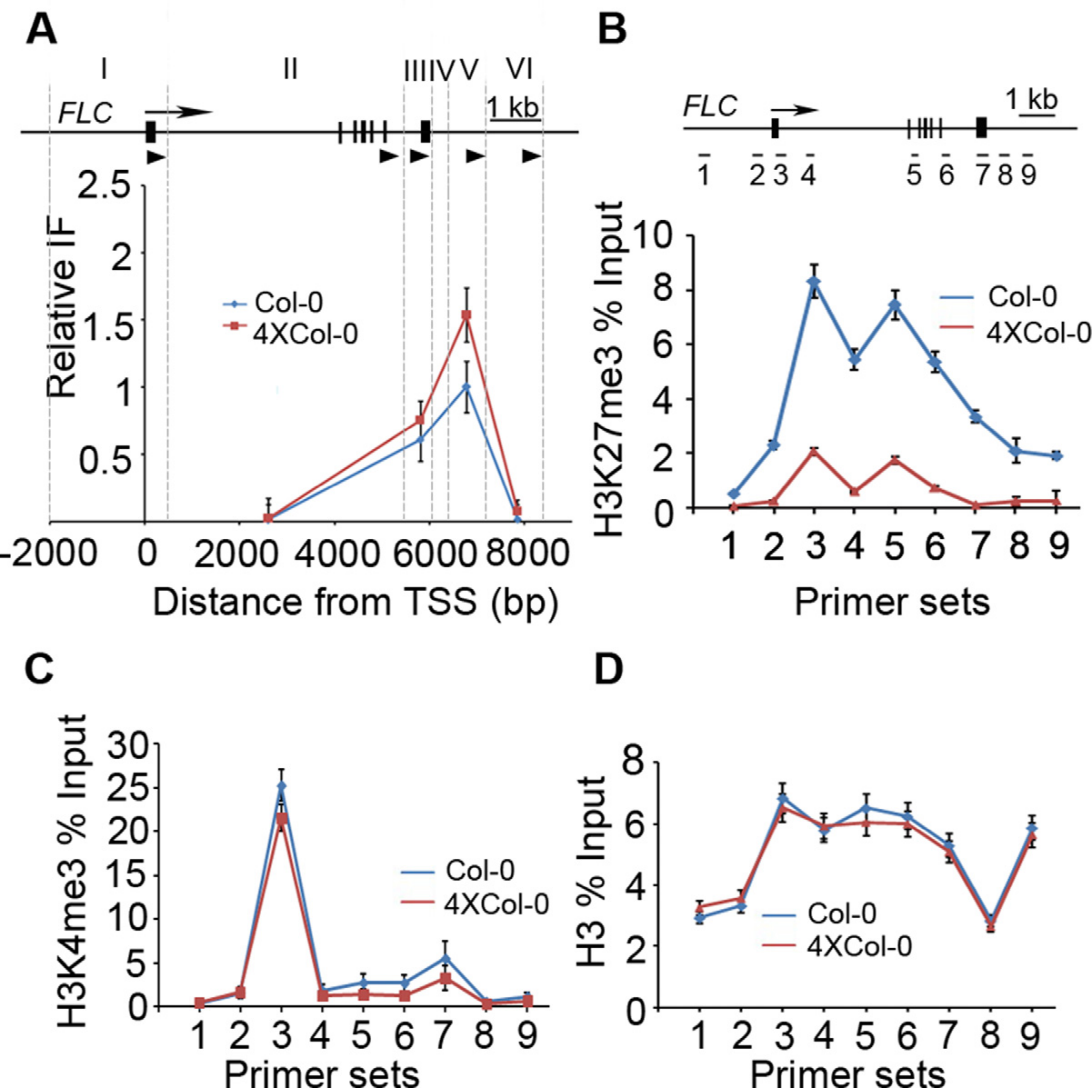
Comparisons of gene loop and histone modifications in *FLC* locus between Col-0 and 4 × Col-0 Arabidopsis. (**A**) Chromatin interaction frequency of *FLC* in wild type and autotetraploid as revealed by 3C. A schematic representation of the *FLC* locus is shown at the top, and the arrow indicates the position of the transcription start site. Exons are represented as black boxes and introns as black lines, dotted lines indicate *Bam*H1 or *Bg*lII restriction sites, and the primer locations were marked by black triangles. Roman numbers represent the *FLC* gene regions. IF means interaction frequency. (B–D) ChIP-PCR assays to analyze the H3K27me3 (**B**), H3K4me3 (**C**) and H3 (**D**) enrichments at *FLC* locus. A schematic representation of the *FLC* locus is presented at the top of (B). The positions of nine primer pairs (1–9) used for ChIP-quantitative PCR are indicated. Values came from three biological replicates each with three technical repeats, and were presented as ratio to 1% Input.

We then assessed the levels of H3K27me3 and H3K4me3 by chromatin immunoprecipitation (ChIP-PCR) using primers covering promoter, exon and intron of *FLC* (Supplementary Table S6) (57). We found that the level of H3K27me3 in the autotetraploid decreased across the full length of gene locus compared with Col-0 (Figure 6B and C). In contrast, we observed no changes in the levels of H3K4me3 and H3 which was served as a control (Figure 6D). The elevated levels of gene loop and the loss of H3K27me3 modification in *FLC* locus in autotetraploid implicated the role of chromatin status in the flowering regulation.

## DISCUSSION

Polyploid with two or more sets of genomes is more common in plants. Most researches focused on the role of polyploid in eukaryote evolution (5,58,59). Comparing with allopolyploid, autopolyploid having homologous genomes received less attention. In fact, the rate of autopolyploid formation is higher than allopolyploid in nature (32). Our results showed that genome-doubled Arabidopsis acquires morphologic traits like, more and larger rosette leaves and elevated biomass which are similar to other polyploidy plants (31,60). We also noticed that the genes related to physiological and ecological tolerances were changed in autotetraploid, which might relate to the phenotypes of autotetraploid with environmentally adaptive benefits.

In this work, we investigated how genome doubling affects the chromatin architecture and the relationship between chromatin structure and transcription regulation. Recent studies have illustrated that polyploidy genome is dynamic and undergoes structural alterations (61–63). The separated centromeres marked by Arabidopsis *CenH3* (*HTR12)-GFP* in 4 × Col-0 indicated that the homologous chromosomes do not merged together after genome duplication (Figure 2A), implicating that each chromosome occupies a relatively separated space. Also, our results showed that the ratio of observed and expected chromosome interaction frequency was similar in wild type and autotetraploid Arabidopsis, which suggested that each chromosome forms a relatively independent chromosome territory in autotetraploid (Supplementary Figure S3A).

Our comparative analysis of the genome-wide chromatin interaction between 4 × Col-0 and Col-0 by Hi-C revealed that autotetraploid Arabidopsis has its specific conformation with decreased intra-arm interactions and increased inter-chromosome interactions (Figure 2). It was reported that the volume of autotetraploid nuclei increased approximately only by a factor of 1.7 but not 2 compared with diploid, the relatively smaller nuclear volume indicated the higher average chromatin density (64). Thus, one postulation is that the increased inter-chromosome interactions in autotetraploid lead to higher chromosomal compaction, resulting in a smaller nuclear size.

We found that the genomes of autotetraploid and diploid showed similar compacted structure domains (CSDs) and loose structure domains (LSDs) with ∼12% structural domains switched between CSD and LSD (Figure 3C), indicating that genome duplication can remodel the chromatin structures in some loci. Analysis of switched domains showed that the majority of transition events occur on chr1, chr2 and chr4. We proposed that the big and gene-rich chromosome 1 might have a higher intensity of intra-chromosome communication. Previous studies reported that the entire left arm of Arabidopsis chromosome 4, including pericentromere regions and NAD (nucleolus associated chromatin domains), associates with nucleolus, and the *nucleolus organization region 4* (*NOR4*) is actively transcribed. In contrast, the short arm of chromosome 2 is excluded from nucleolus and *NOR2* is inactive (65,66). In autotetraploid, major chromatin domain switches of CSD to LSD occur on chr2, which might result from the relocation of chr2 to nucleolus and decondensation of the chromatin, resulting in the active transcription. For chr4, the chromatin domain switches of LSD to CSD might implicate that *NOR4* is not associated with nucleolus in autotetraploid, and the transcription of *NOR4* rRNA or NAD-related genes failed to be intensely activated. Further studies are necessary to test these hypotheses.

Histone modifications of H3K4me3 and H3K36me3 on euchromatin were known to correlate to LSDs, whereas the polycomb-associated H3K27me3 is connected with heterochromatin that contains CSDs (17,25,29). In contrast, H3K27me1, H3K18ac and H3 showed weak correlations with the chromatin packing status (29). We assessed the relationships between H3K27me3/H3K4me3 and chromatin status in autotetraploid and wild type. Our results showed that the global H3K4me3 and H3K27me3 did not show obvious difference after genome doubling, which might be due to that autotetraploid has two identical genomes. In addition, we found that LSDs (loose structure domains) tends to have a higher level of the active marker (H3K4me3) and a lower level of repressed marker (H3K27me3), whereas CSDs have a lower level of H3K4me3 and higher level of H3K27me3 in both Col-0 and genome-duplicated Col-0. Importantly, we found that H3K27me3 and H3K4me3 could reflect the genome structure domain transformation. The CSD to LSD converted regions in the autotetraploid present a higher level of H3K4me3 and lower level of H3K27me3, while the LSD to CSD converted regions showed contrary tendency (Figure 4E, F and Supplementary Figure S9C and D), indicating that chromatin structure domain switches are correlated with the changes of histone modifications upon genome duplication. It was known that H3K4me3 is an active marker while H3K27me3 a repressive marker of gene expression (67). In autotetraploid Arabidopsis, we found that the H3K4me3 profile did not show obvious differences both in up- or down-regulated genes compared with the total genes (Supplementary S10A, B). However, although the modification pattern of H3K27me3 in the up- and down-regulated genes were similar both in Col-0 and 4 × Col-0, the up-regulated genes have lower levels of H3K27me3 while the down-regulated genes have higher levels of H3K27me3 compared with the total genes (Supplementary S10C, D), implicating that H3K27me3 might play a role in defining chromatin identity for the transcriptional regulation of the related genes during genome doubling. Further quantification analysis showed that the total level of H3K4me3 or H3K27me3 in up- or down- regulated genes did not reveal obvious differences between Col-0 and 4 × Col-0 (Supplementary Figures S10E and F), suggesting that the transcription changes in autotetraploid Arabidopsis are not tightly linked to the H3K4me3 and H3K27me3 modifications, similar to the previous study that changes in H3K27me3 were not significantly correlated with gene expression at shoot apical meristems during the transition to flowering in Arabidopsis (68).

To better understand the gene regulation underlying genome duplication in the autotetraploid, we addressed the relationship between chromosome structure and gene transcription. Our results showed that 72.5% of the differentially expressed genes localized in the differential interaction bins, which indicated that the chromatin interaction might play a role in the regulation of the doubled genome. In addition, we found that a large amount of these differentially expressed genes associate with and responses to stimuli, suggesting that the chromatin interaction might be important for the plant to acclimation (Figure 5C). Although some differentially expressed genes localize to the converted structure domains where the genes tend to be up-regulated in the CSD to LSD regions, most of the differentially expressed genes localize in the unconverted regions, which implied that the SD transition is not a major factor in gene regulation upon genome duplication. According to these results, we propose that the chromatin interaction is important in regulating gene expression in autotetraploid.

At the specific gene locus of *FLC*, we found that there are higher intensities of loops around *FLC* gene in autotetraploid Arabidopsis compared with diploid. This structure might help to recruit more RNA polymerase complexes to activate the *FLC* expression to repress flowering. The elevated promoter-promoter and enhancer-promoter interaction frequencies in autotetraploid confirmed the elevated level of long-range interactions in autotetraploid. We also found that the level of H3K27me3 modification but not H3K4me3 decreased on *FLC* gene in autotetraploid Arabidopsis, which promoted the expression of *FLC* in another way. Together, our results suggested that H3K4me3 and H3K27me3 modifications are not the major players in the global regulation of autotetraploid genomes. For some specific loci, they may synergistically regulate gene expression together with chromatin structure in autotetraploid. Our work thus revealed a new perspective regarding the genome organization and gene regulation in autotetraploid plants.

## DATA AVAILABILITY

The raw and processed Hi-C, ChIP-seq and RNA-seq datasets have been submitted to NCBI Gene Expression Omnibus (GSE114950).

## Supplementary Material

gkz511_Supplemental_Files Click here for additional data file.

# Supplementary material for: The effects of Arabidopsis genome duplication on the chromatin organization and transcriptional regulation
**Source:** Nucleic Acids Res. 2019 Jun 11;47(15):7857–69. doi: 10.1093/nar/gkz511
**Supplement:** gkz511_Supplemental_Files

**The primers used in this work**

| Primers | Sequence | Purpose |
| --- | --- | --- |
| FLC 1 F | GACATATCCAGAAAAGGGCAAG | Chip-qPCR |
| FLC 1 R | GGTGAATGTACGGCATGATTT | Chip-qPCR |
| FLC 2 F | ATCCGTATCGTAGGGGAGGAAAGA | Chip-qPCR |
| FLC 2 R | GAAGACAAGATTGCCACGTGTACC | Chip-qPCR |
| FLC 3 F | AAACGTCGCAACGGTCTCAT | Chip-qPCR |
| FLC 3 R | AAACCCAGGTAAGGAAAAGGCG | Chip-qPCR |
| FLC 4 F | CACAGTAGTTTTGAATTTTGGTAGCTT | Chip-qPCR |
| FLC 4 R | TGAAGTAGCATATGTGCGGTAAG | Chip-qPCR |
| FLC 5 F | CGATATGGGAAACAGCATGCTGA | Chip-qPCR |
| FLC 5 R | GGGCTATGAAAATTGCGGTATGC | Chip-qPCR |
| FLC 6 F | CAGGTTTTGGCTAGCCAGGTAA | Chip-qPCR |
| FLC 6 R | CACACAACACGCAGTGCTTA | Chip-qPCR |
| FLC 7 F | GTGGGAGCAGAAGCTGAGAT | Chip-qPCR |
| FLC 7 R | GGAGAGTCACCGGAAGATTG | Chip-qPCR |
| FLC 8 F | TTAAAGTCATTGCTGTTAACGTGAC | Chip-qPCR |
| FLC 8 R | TGACGGAACTACGGAAGTGA | Chip-qPCR |
| FLC 9 F | AAGGCAACACAAACTTTCTCG | Chip-qPCR |
| FLC 9 R | TGTCGGCTGGATCCACTT | Chip-qPCR |
| 3C_Ib | CGTGCTCGATGTTGTTGAGT | 3C |
| 3C_IId | TTGGTTTCCTTGAAGGTTGTG | 3C |
| 3C_IIId | TGGCCAAGAGACTTTGTGTG | 3C |
| 3C_IVd | CTTCCGTAGTTCCGTCATCC | 3C |
| 3C_Vd | AAGGCAACACAAACTTTCTCG | 3C |
| 3C_VId | TGTCCTTGGCAAGAAAGAGG | 3C |
| LC_F | TTCATTTAGCAACGAAAGTGAAAAC | 3C |
| LC_R | TTGTGTTTTGAAGACAAGATTGC | 3C |
| UBC_QPCR_F | CTGCGACTCAGGGAATCTTCTAA | 3C |
| UBC_QPCR_R | TTGTGCCATTGAATTGAACCC | 3C |

A

# Supplementary material for: The effects of Arabidopsis genome duplication on the chromatin organization and transcriptional regulation
**Source:** Nucleic Acids Res. 2019 Jun 11;47(15):7857–69. doi: 10.1093/nar/gkz511
**Supplement:** gkz511_Supplemental_Files

## Supplementary Figure 1

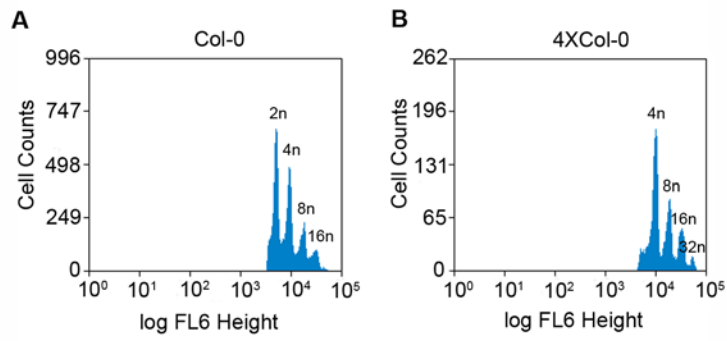

Supplementary Figure 1. Flow-Cytometric DNA histograms for wild type and autotetraploid Arabidopsis. **(A)** The DNA histogram of wild type (Col-0) Arabidopsis, the endoreduplicated cells were labeled as 4n, 8n, 16n. **(B)** The DNA histogram of autotetraploid ( $4\times$ Col-0) Arabidopsis, the endoreduplicated cells were labeled as 8n, 16n and 32n. The nuclei were stained with DAPI, and FL6 means the channel of DAPI.

## Supplementary Figure 2

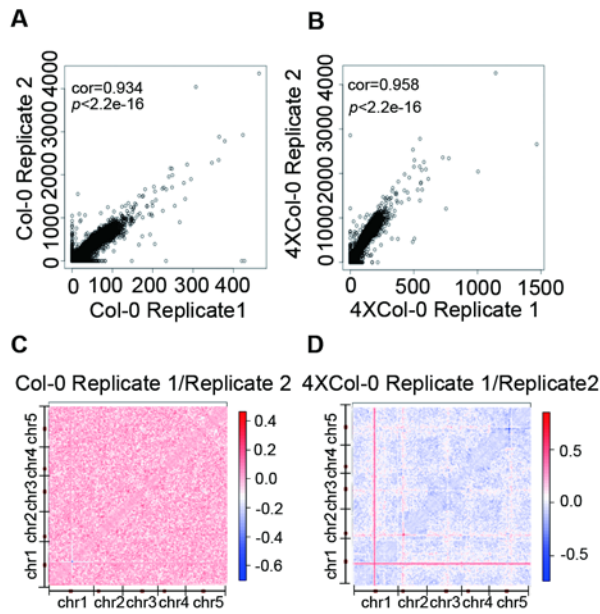

Supplementary Figure 2. Reproducibility analysis of Hi-C biological replicates. **(A)** Scatter plot of Col-0 Hi-C replicates. Numbers on the X- and Y- axes mean the interaction frequencies in 50 kb bins from Col-0 replicates. Pearson correlation was calculated according to these frequencies. **(B)** Scatter plot of 4×Col-0 Hi-C replicates. Numbers on the X- and Y- axes mean the interaction frequencies in 50 kb bins from 4×Col-0 replicates. Pearson correlation was calculated according to these frequencies. **(C)** The differential interaction heatmap between Col-0 replicate 1 and replicate 2 at 50 kb resolution. **(D)** The differential interaction heatmap between 4×Col-0 replicate 1 and replicate 2 at 50 kb resolution.

### Supplementary Figure 3

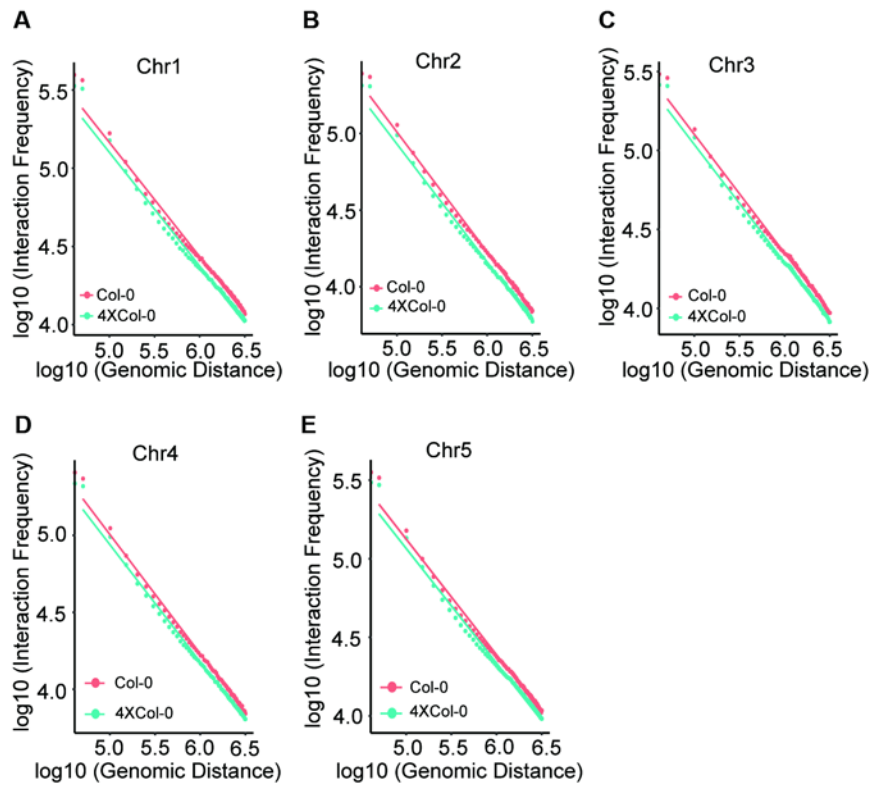

Supplementary Figure 3. Interaction decay exponents of Col-0 and  $4 \times$  Col-0 chromatin interactions. (A-E) Interaction decay exponents of chr1, chr2, chr3, chr4 and chr5, respectively. The interaction frequency in different chromosomes from  $4 \times$  Col-0 decreased compared with that from Col-0 Arabidopsis.

# Supplementary Figure 4

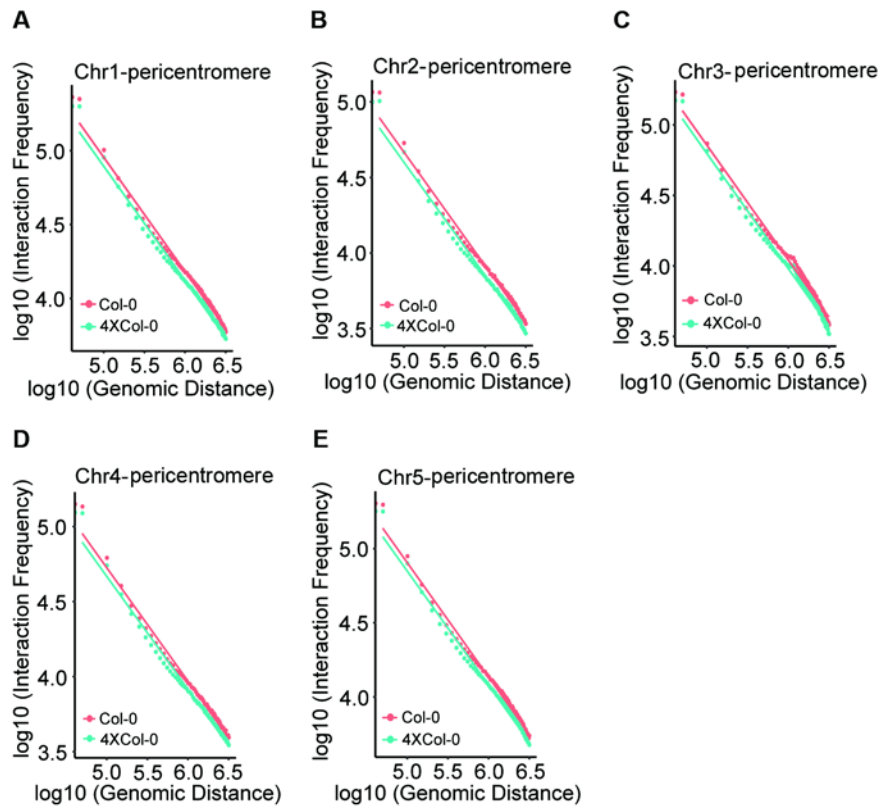

Supplementary Figure 4. Interaction decay exponents of pericentromeric regions of Col-0 and 4×Col-0. (A-E) Interaction decay exponents of pericentromeric regions of chr1, chr2, chr3, chr4 and chr5, respectively. The interaction frequency in pericentromeric regions from 4×Col-0 decreased compared with that from Col-0.

### Supplementary Figure 5

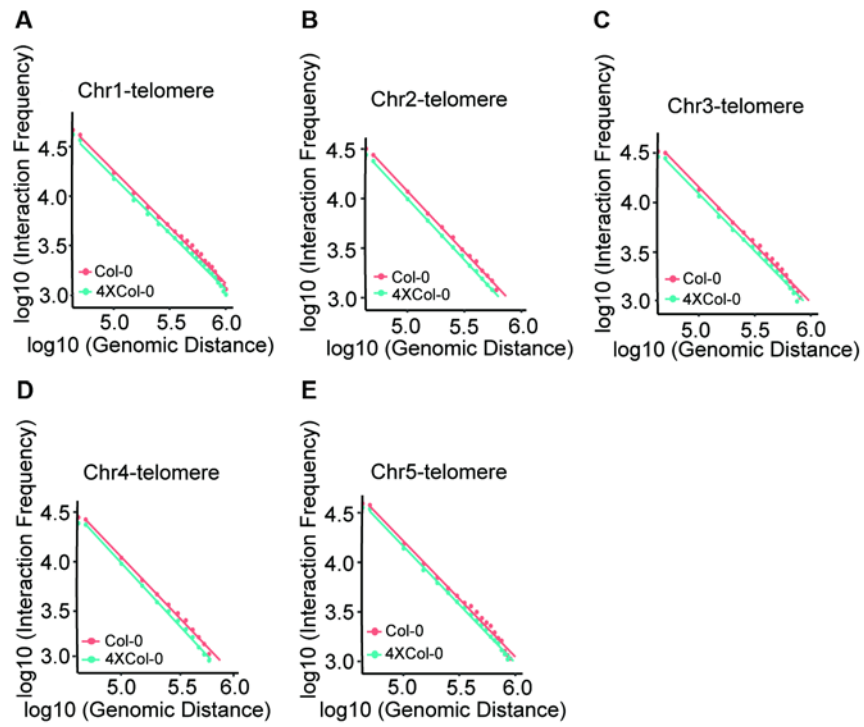

Supplementary Figure 5. Interaction decay exponents of telomeric regions of Col-0 and  $4 \times$  Col-0. (A-E) Interaction decay exponents of telomeric regions in chr1, chr2, chr3, chr4 and chr5, respectively. The interaction frequency among telomeric regions in the  $4 \times$  Col-0 decreased compared with that in Col-0.

## Supplementary Figure 6

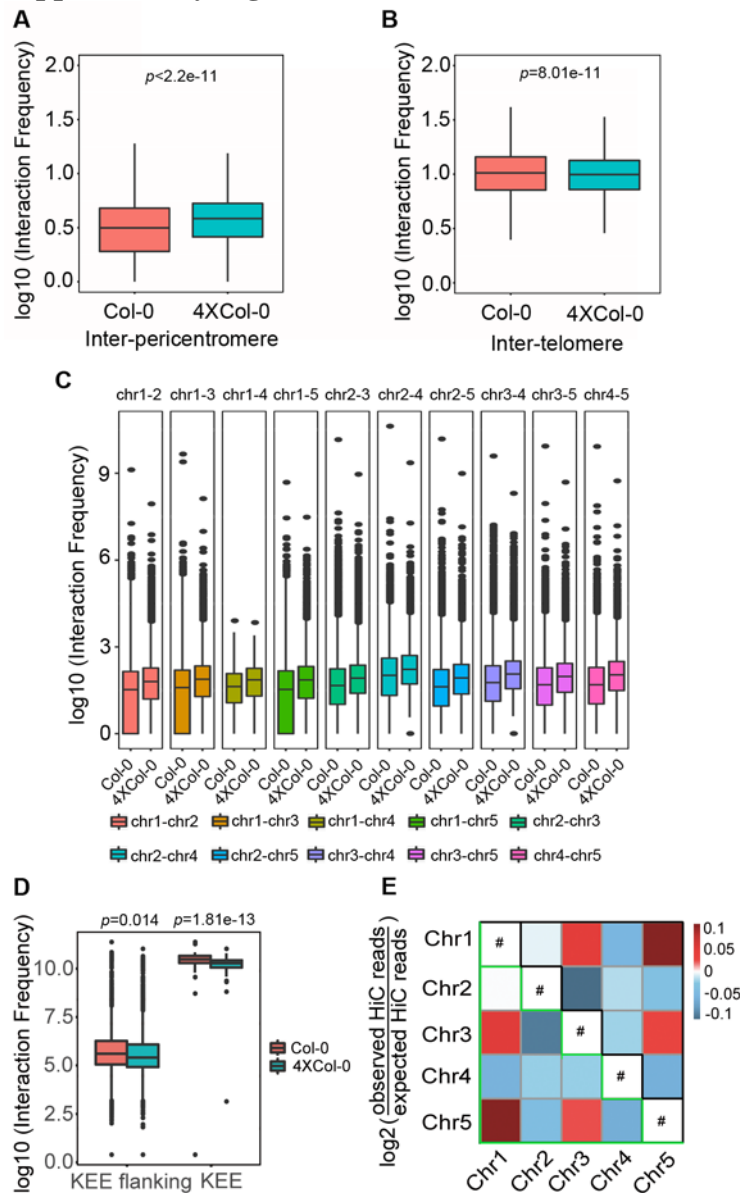

Supplementary Figure 6. Contact probability of pericentromeres, telomeres and chromosomal neighborhoods between Col-0 and 4×Col-0 Arabidopsis. **(A)** The interaction frequencies of inter-pericentromeres in Col-0 and 4×Col-0. **(B)** The interaction frequencies of inter-telomeres in Col-0 and 4×Col-0. **(C)** Boxplots showing inter-chromosome interaction frequencies among all chromosome pairs. **(D)** Interaction frequency of Knot Engaged Element (KEE) sites and flanking regions in Col-0 and 4×Col-0. **(E)** Features of chromosomal neighborhood were presented with log<sub>2</sub> ratio of the observed to expected pair wise inter-chromosomal interactions between Col-0 and 4×Col-0. The upper black triangular matrix was 4×Col-0 and the lower green triangular matrix was Col-0 Arabidopsis. # means no values. The  $p$  values were calculated by Wilcoxon rank-sum test.

## Supplementary Figure 7

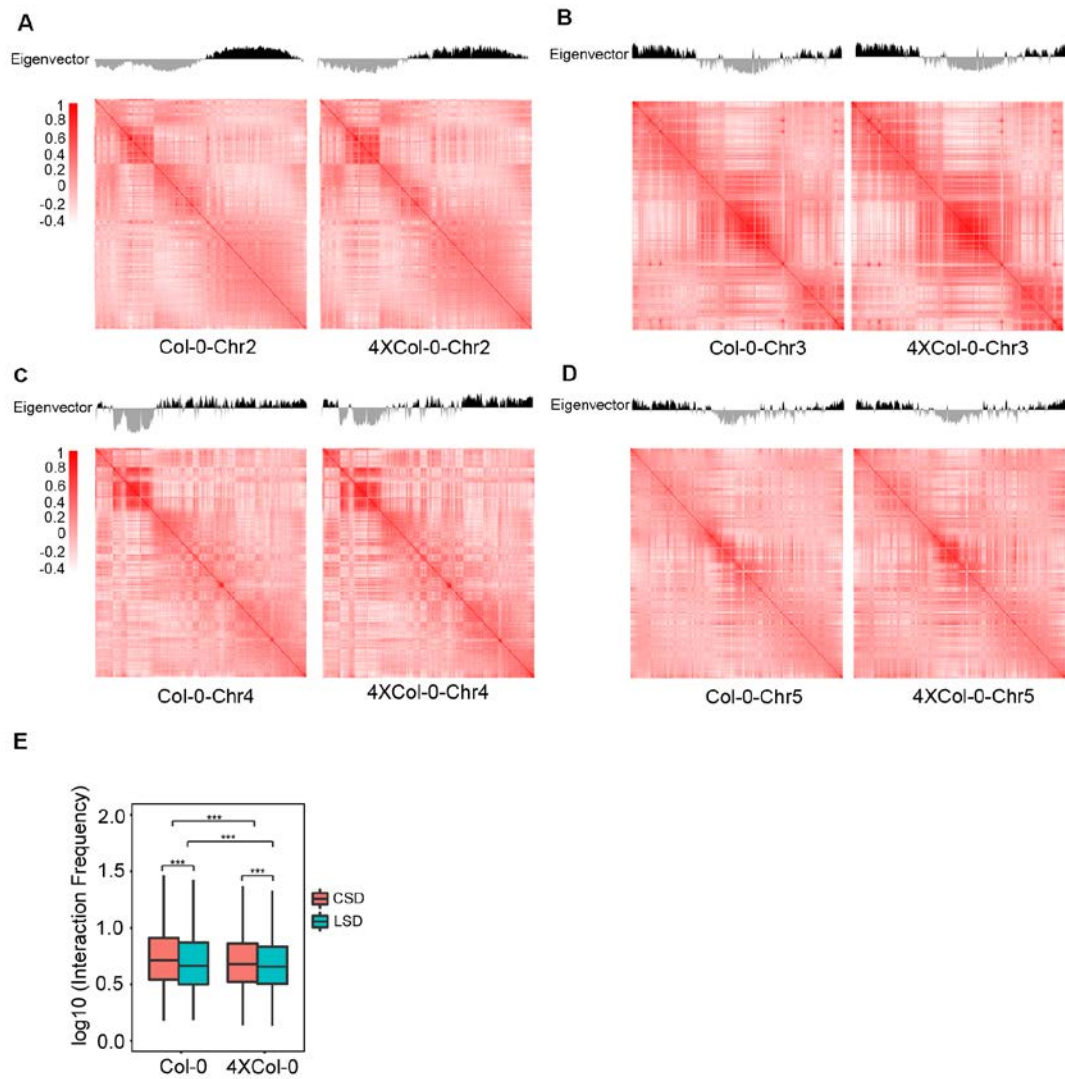

Supplementary Figure 7. Chromatin structure domains and interaction frequency in Col-0 and 4XCol-0 Arabidopsis. (A-D) Hi-C heatmaps of chromosome 2, 3, 4, and 5, respectively. The upper panel is Eigenvector representing LSD and CSD with positive and negative values respectively. (E) Boxplot showing a higher chromatin interaction frequency in CSD (brick red) and lower in LSD (blue). The *p* values were tested by Wilcoxon rank-sum test. \*\*\*represents *p* value<0.001.

# Supplementary Figure 8

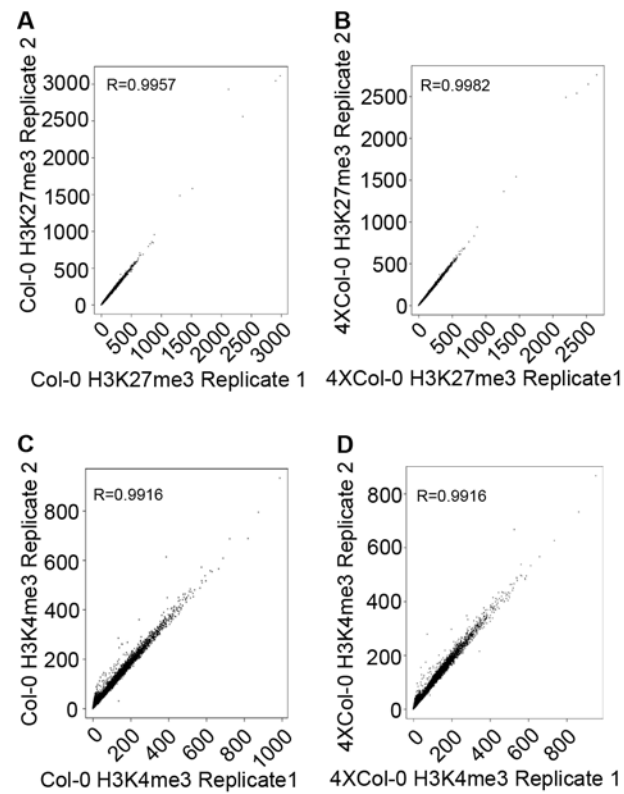

Supplementary Figure 8. Reproducibility analysis of H3K27me3 and H3K4me3 ChIP-seq replicates of Col-0 and 4×Col-0. **(A-B)** Scatter plots of two H3K27me3 ChIP-seq biological replicates using an anti-H3K27me3 antibody in Col-0 **(A)** and 4×Col-0 **(B)**. **(C-D)** Scatter plots of two H3K4me3 ChIP-seq biological replicates using an anti-H3K4me3 antibody in Col-0 **(C)** and 4×Col-0 **(D)**.

## Supplementary Figure 9

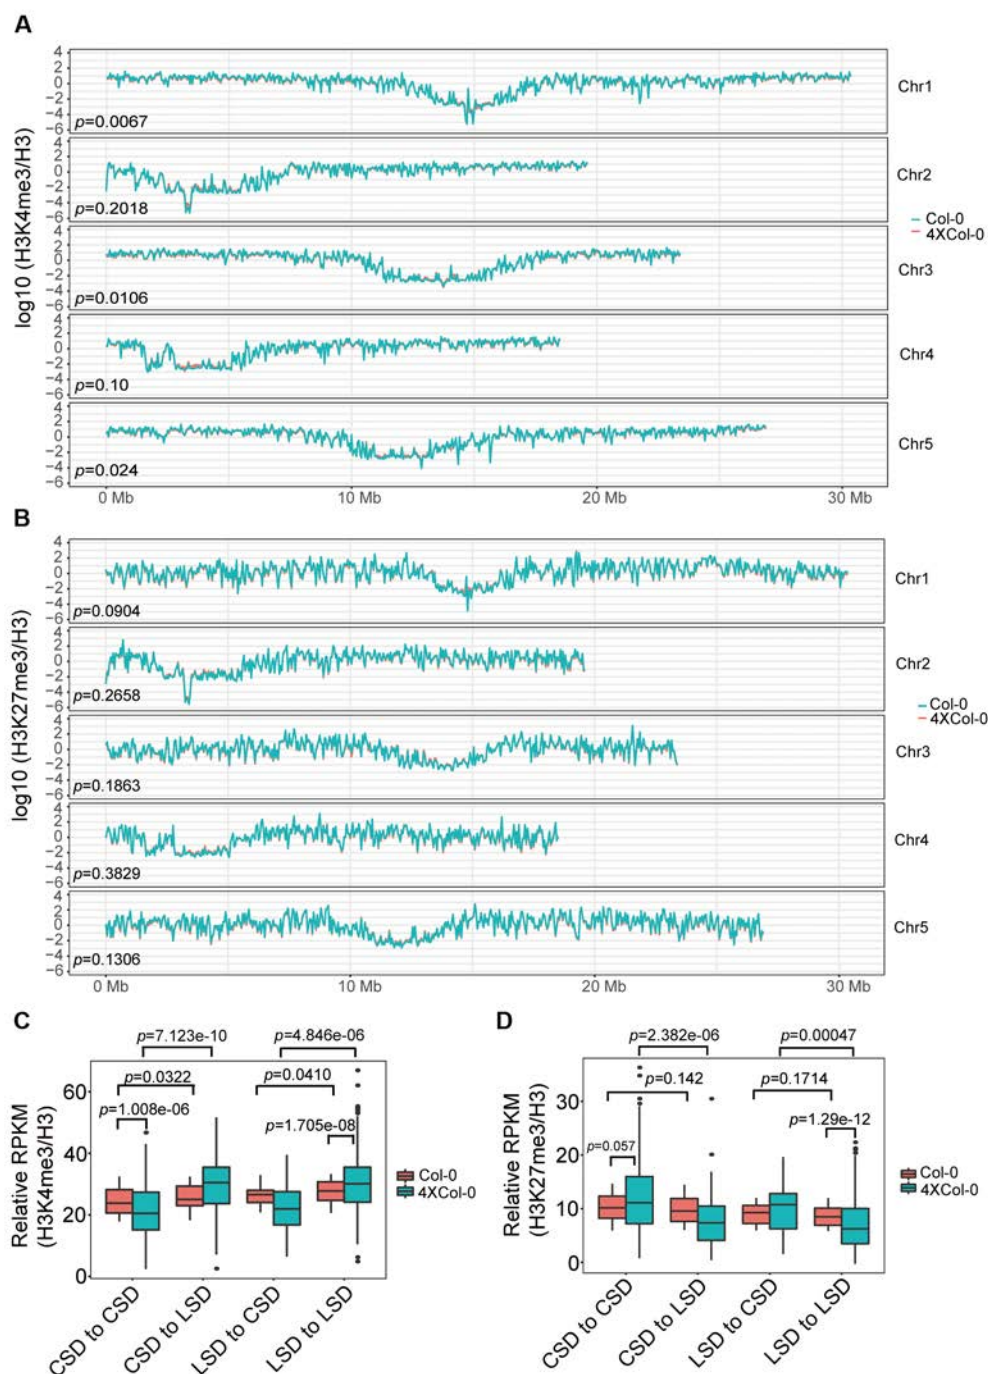

Supplementary Figure 9. Histone modifications in each chromosome and chromatin structure domains in Col-0 and 4×Col-0. **(A)** Distribution of the H3K4me3 marker along 5 chromosomes in Col-0 and 4×Col-0 Arabidopsis, plotted as the log of normalized H3K4me3 reads using H3 as the background. **(B)** Distribution of the H3K27me3 marker along 5 chromosomes in Col-0 and 4×Col-0 Arabidopsis, plotted as the log of normalized H3K27me3 reads using H3 as background. **(C)** Boxplot showing H3K4me3 changes at the converted or non-converted chromatin structure domains in autotetraploid compared with diploid Arabidopsis. **(D)** Boxplot showing H3K27me3 changes at the converted or non-converted structure domains in autotetraploid compared with diploid Arabidopsis.

## Supplementary Figure 10

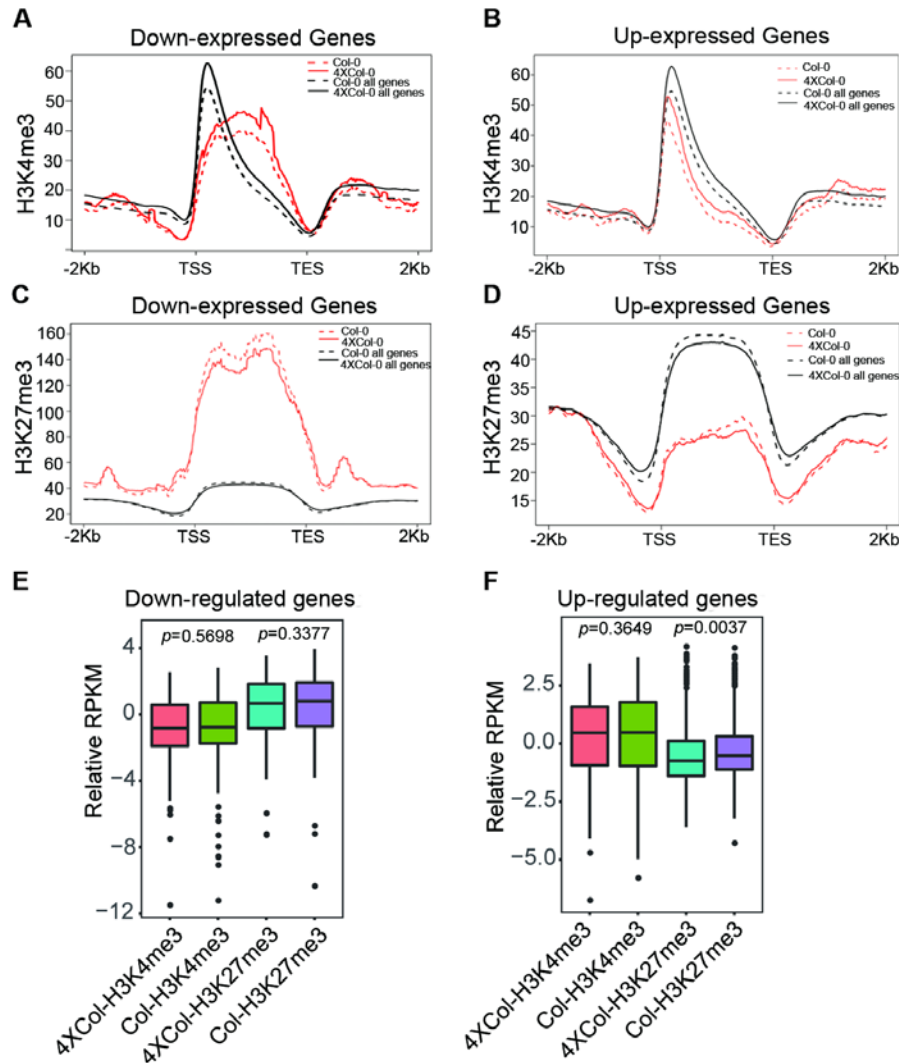

Supplementary Figure 10. Comparison the histone modification levels at the differentially expressed genes between Col-0 and 4×Col-0. **(A-B)** Comparison of H3K4me3 level in down-regulated **(A)** and up-regulated genes **(B)** between Col-0 and 4×Col-0. The black solid and dash curves indicate the average H3K4me3 modification in Col-0 and 4×Col-0. **(C-D)** Comparison of H3K27me3 level in down-regulated **(C)** and up-regulated genes **(D)** between Col-0 and 4×Col-0. The black solid and dash curves indicate the average H3K27me3 level in Col-0 and 4×Col-0. The down-regulated genes have a higher H3K27me3 level than all genes over gene bodies (TSS to TES) and up-regulated genes have a lower H3K27me3 level than all genes in both wild type and autotetraploid. **(E)** The relative amounts of H3K4me3 and H3K27me3 in down-regulated genes between Col-0 and 4×Col-0. These genes have similar levels of H3K4me3 and H3K27me3 in Col-0 and 4×Col-0. **(F)** The relative amounts of H3K4me3 and H3K27me3 in up-regulated genes between Col-0 and 4×Col-0. These genes show similar H3K4me3 level and slightly different H3K27me3 level in Col-0 and 4×Col-0. The  $p$  values were tested by Wilcoxon rank-sum test.

Supplementary Table 1. List of the differentially expressed genes between Col-0 and 4 × Col-0 Arabidopsis.

Supplementary Table 2. GO terms of the differentially expressed genes in 4 × Col-0 compared to Col-0.

Supplementary Table 3. The quality of Hi-C reads in Col-0 and 4 × Col-0.

Supplementary Table 4. The Jaccard index between SD and histone modification.

Supplementary Table 5. The 539 common genes in differential interaction bins with differentially expressed genes between Col-0 and 4 × Col-0 Arabidopsis.

Supplementary Table 6. The primers used in this work.

# Supplementary material for: The effects of Arabidopsis genome duplication on the chromatin organization and transcriptional regulation
**Source:** Nucleic Acids Res. 2019 Jun 11;47(15):7857–69. doi: 10.1093/nar/gkz511
**Supplement:** gkz511_Supplemental_Files

The Jaccard Index between SD and histone modification

| Jaccard index | CSD to CSD | CSD to LSD | LSD to LSD | LSD to CSD |
| --- | --- | --- | --- | --- |
| H3K4me3 | 0.6702 | 0.6852 | 0.6179 | 0.6800 |
| H3K27me3 | 0.5290 | 0.6885 | 0.6841 | 0.6538 |

How the deposited data were processed for this re-analysis (not part of the article)

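The data are from the aerial parts of Arabidopsis seedlings grown for 10 days, of diploid Col-0 (ploidy 2) and of the autotetraploid 4 × Col-0 (ploidy 4). Hi-C was done with 2 libraries per genotype and RNA-seq with 3 replicates per genotype. ChIP-seq of H3K4me3 and of H3K27me3 was done with 2 libraries per genotype, and anti-H3 ChIP-seq with 1 library per genotype. The sample titles also list input libraries of both genotypes, which were not used here. The paper names anti-H3 reads as the control and does not state a role of these libraries in peak calling. Enhancer contacts, 3C, ChIP-PCR, microscopy and flowering time were not analysed here.

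For Hi-C, the authors aligned reads to TAIR10 and processed them with HiC-Pro and Juicer with KR normalization, and the deposited matrices hold normalized contact signal between bins of 50 kb. For RNA-seq, the authors used STAR and featureCounts and ran DESeq2 for their gene lists, and the deposited table holds 1 FPKM value per gene and genotype, with no replicates. For ChIP-seq, the authors aligned reads with BWA and called peaks with Macs2 against anti-H3 reads, and the deposited peak lists give for each peak a fold enrichment, which is a ratio to the control, and the −log10 of its q-value. Peak names in the H3K4me3 lists carry the labels 'merge' and 'Rep4', 1 of each per genotype, whose meaning is not stated, so the spread between these lists may not be that of independent libraries. The methods do not restate the genome build for ChIP-seq. The peaks lie within the lengths of the TAIR10 chromosomes. Gene positions are those of the deposited FPKM table, and symbols and gene types come from the TAIR10.1 annotation by locus name.

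Whole contacts were recovered from the Hi-C signal by dividing out the bin factors, and their totals gave the depth of each library. In Col-0 replicate 1, the shallowest library, 58.7% of the pairs of bins had no contact, so values of single pairs between chromosomes are imprecise there, while the classes of contacts sum over many pairs. The FPKM values have no common step that a single read would give, and peak lists hold no reads, so the depth of these libraries and the precision it gives are unknown.

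Contact classes were computed per library on the balanced signal as a share of all contacts, or per pair of bins with libraries scaled to the same total, and compared with exact permutation tests over the 4 libraries, two-sided, whose smallest p-value is 0.333. Pericentromeres were set at 50% of the median number of coding genes per bin with a running mean of 21 bins, telomeric regions at 5% of the chromosome at each end, and the decay exponent was fitted from 50 kb to 3 Mb. Single pairs of bins with a mean scaled signal of at least 10 were tested with limma on log2(scaled signal + 1), with Benjamini-Hochberg adjusted p-values under 0.05. A test for counts had been intended, and limma was used because the matrices hold normalized signal. Structure domains were called from the first eigenvector per chromosome with the pericentromeres left out and the replicates summed.

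Peaks were used as the percent of bins of 50 kb, of gene bodies and of the genome that they cover, and a gene counted as covered at 50% of its body or more. Groups of bins were compared by circular shifts of the labels along each chromosome with 100000 draws, two-sided. Counts of genes were compared with Fisher's exact test, two-sided. Expression was used as log2(FPKM + 1), with a limit of 2-fold. The genes named in the text are FLC and every gene that the paper's text names, the 12 genes that Supplementary Table S2 lists under cellular response to starvation, and, among the listed genes, the 3 with the largest rise and the 3 with the largest fall. SPX3 and PHT1;1 were singled out of the starvation set after their values were seen.

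These tests and rules and the alternatives below were chosen before the data were examined, while the profiles along genes, the changes over gene bodies, the Jaccard index and the values per chromosome were not part of that choice. The alternatives were unbalanced contacts, summed replicates, contacts within bins left out, other denominators, bins of 200 kb, a minimum signal of 5, a replicate block, scaling within distance classes, pericentromeres at 25% of the median or included, an eigenvector per arm, thinning to equal depth, bins called alike in both replicates, peaks with a q-value of 1e-05 or less, reciprocal overlap of peaks, a log2 scale of coverage, a pseudocount of 0.1, genes of at least 1 FPKM, upper-quartile scaling, other random groups of genes, and leaving out each library in turn. The use of limma voom and of bins with many pairs at an unadjusted p-value under 0.05 was added after seeing the data.

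The steps were tested on simulated data. Recovery of whole contacts returned 100% of 5673924 simulated pairs, and domain calling returned 100% of 372 bins with known domains. In 217705 simulated pairs of bins, limma called 94% of the 2000 pairs set 4-fold apart, with 6 false calls, and 0 pairs when none was changed. These pairs held Poisson counting noise and no other variation between libraries. They do not show how many smaller changes would be found in the real libraries. Circular shifts gave a p-value under 0.05 in 5% of 200 sets without a difference, and a planted difference of 0.5 came back as 0.501. In a copy of the Col-0 column with 200 genes set 4-fold higher, all 200 were found, with 0 false calls. The copy holds no noise, so the absence of false calls follows from its making and does not test calls between noisy columns.

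The work used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.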

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

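In this part, the tests with the eigenvector per chromosome arm and the test of anti-H3 peaks within bins of 50 kb were applied to these results only after they were seen, although the eigenvector per arm had been set as an alternative in advance, and the remaining domain settings were chosen after that too.

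The contrast between LSD and CSD differed between the genotypes. LSD minus CSD coverage by H3K4me3 was 2.22 points larger in 4 × Col-0 than in Col-0 (5.39 against 3.18 points, circular-shift permutation test of the difference, p = 8e-05). For H3K27me3 the difference was −3.90 points (−8.19 against −4.28 points, permutation test, p = 1e-05, the smallest the test can give). For expression it was 0.29 on the log2 scale (permutation test, p = 0.0017).

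The domains of each genotype come from its own Hi-C matrix, so a difference in how the domains were called changes these contrasts even with the same marks. With the domains of Col-0 used for both genotypes, the differences were 0.223 points for H3K4me3, −0.578 for H3K27me3 and −0.01 for expression. The permutation test gave p = 0.0135, 0.00025 and 0.542. With those of 4 × Col-0 used for both they were 0.459, −0.899 and 0.01 (permutation test, p = 1e-05, 1e-05 and 0.00887). For both marks a smaller part of the contrast thus passed the test with the domains held fixed. With the domains of one genotype on the marks and expression of the other, H3K4me3 gave 3.40 points on the domains of Col-0 and 4.94 on those of 4 × Col-0, and the differences were 1.53, −2.43 and 0.29, so most of the contrast went with the domains and not with the marks counted on them. With the replicate 1 Hi-C libraries alone they were 1.90, −3.13 and 0.15 (permutation test, p = 0.088), and with the replicate 2 libraries alone 2.22, −3.63 and 0.29.

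A candidate explanation is that the first eigenvector of Col-0 partly separates the 2 arms of a chromosome, more than that of 4 × Col-0 on chromosomes 1, 3 and 5 (correlations with position of −0.704 and −0.393 on chromosome 5) but not on chromosomes 2 and 4. With the eigenvector per chromosome arm, the difference was −0.134 points for H3K27me3 (permutation test, p = 0.796) and −0.01 for expression (p = 0.706). For H3K4me3 it was 0.420 points (permutation test, p = 0.0483), so with this setting a smaller part is left there. These are 7 domain settings for each of 3 measures, 21 comparisons without correction. A biological difference between the ploidies stays open and was not tested apart from this.

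The paper uses anti-H3 reads as the control of its peaks and reports no anti-H3 peaks. The peak lists of these libraries hold 21509 peaks in Col-0 and 23887 in 4 × Col-0. Of the bases under them, 25.6% in Col-0 and 26.9% in 4 × Col-0 lie under H3K4me3 peaks, against 8.09% and 9.11% of the genome. Coverage of the same bins of 50 kb alone would give at most 8.71%, which argues against the shared bins as the cause. Under H3K27me3 peaks lie 14.6% and 14.2%, against 11.6% and 12.2% of the genome. Anti-H3 peaks cover 16.8% and 15.2% of the pericentromeres and 8.15% and 8.45% of the other bins. With 1 anti-H3 library per genotype and no input library used here, an effect of open or easily sheared DNA and a true enrichment of nucleosomes both stay open, and no biological explanation was tested.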

How the results depend on the processing

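Across 41 results and 214 values under other settings, 139 kept their direction and side of the threshold or moved by less than the spread, 5 were weaker, 1 was stronger, 54 moved further and 15 reversed. Where no cause is given below, the cause was not tested.

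Among the contact classes, the log2 ratios of trans to cis, intra-arm, inter-arm, inter-chromosome, within 3 Mb, intra-pericentromere, intra-telomere and inter-pericentromere contacts kept their direction under all alternatives run. Across the 4 fits that each left out 1 library, they ranged from 0.145 to 0.249, from −0.125 to −0.0810, from 0.0753 to 0.175, from 0.0914 to 0.159, from −0.133 to −0.0673, from −0.121 to −0.0555, from −0.168 to −0.0397 and from 0.175 to 0.324 in that order. The foci ranged from 0.0884 to 0.164 and gave 0.0744 with replicates summed before balancing and 0.0367 with unbalanced contacts, and inter-pericentromere contacts gave 0.113 with unbalanced contacts.

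The results near 0 changed sign. The decay exponent differed by −0.00159 with unbalanced contacts and by −0.0135 from 50 kb to 1 Mb, and ranged from −0.0167 to 0.0185 when 1 library was left out. Inter-telomere contacts gave −0.0232 with replicates summed and −0.124 as a share of inter-chromosome contacts, and ranged from −0.0688 to 0.0682. Promoter contacts gave 0.0828 for pairs on different chromosomes and ranged from −0.0190 to 0.00211.

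The replicate numbers are shared by the libraries of the genotypes, but the study does not state that they are paired. The labels 'merge' and 'Rep4' of the H3K4me3 lists occur once in each genotype, and whether they mark pairs is not known. By the numbers of the sample titles, the correlation between the deviations of same-numbered libraries was −0.0174 for pairs of bins on one chromosome, −0.101 on different chromosomes, −0.594 for H3K4me3 and 0.103 for H3K27me3. The file names swap the numbers of the Col-0 H3K4me3 libraries, which reverses the sign of the H3K4me3 value. That value therefore cannot decide whether these libraries are paired. With a replicate block, 86 pairs of bins were called, and inter-telomere contacts gave −9.88e-05. For RNA-seq, with 1 column per genotype, neither a block nor leaving out a replicate was possible.

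A single pair of bins was called, and scaling within distance classes gave 1 as well. A mean signal of at least 5 gave 34, bins of 200 kb gave 0 with 9898 pairs at an unadjusted p-value under 0.05, and limma voom, added after seeing the data, gave 67. Pairs were not tested with a library left out. Bins of 200 kb and bins of at least 5 called pairs left no bins for the listed genes. The alternative with DESeq2 was not run, since the matrices hold normalized signal, and the recovered contacts were tested with limma voom alone.

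The share of bins from CSD to LSD was 0.300% with unbalanced contacts, 4.25% with the eigenvector per arm, 2.23% with pericentromeres included, 3.87% among bins called alike in both replicates and 13.5% with narrower pericentromeres. From LSD to CSD it was 0%, 2.95%, 2.91%, 5.50% and 12.9% in the same order. Thinning to the same number of contacts gave 7.65% and 8.35%. Across the fits that each left out 1 replicate number, the shares ranged from 7.20% to 9.65% and from 7.95% to 14.0%.

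Replicate peaks overlapped for 94.8% of H3K4me3 and 91.9% of H3K27me3 peaks, and with a reciprocal overlap of 50% for 85.6% and 77.3%. LSD minus CSD coverage kept its direction and side of the threshold under stricter peaks, the eigenvector per arm and bins called alike, and with 1 library left out ranged from 3.83 to 4.70 points for H3K4me3 and from −6.92 to −5.54 for H3K27me3. The change of H3K4me3 in bins from CSD to LSD gave 0.2003 points with domains per arm and 0.0126 on the log2 scale, and ranged from 0.356 to 0.964. In bins from LSD to CSD it gave −0.255 and 0.0256, and ranged from −0.716 to −0.123. The change of H3K27me3 gave −0.0391 on the log2 scale in bins from CSD to LSD, with a range from −0.892 to −0.667, and 0.326 points with domains per arm in bins from LSD to CSD, with a range from 0.797 to 1.16. For up-regulated genes with H3K27me3, the mean log2 odds ratio was 0.124 against genes at 1 FPKM or more, with the listed genes themselves not filtered.

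With a pseudocount of 0.1, 786 genes were higher and 495 lower. CHC1 gave −0.0358 after upper-quartile scaling, and 17 other values of the 9 named genes moved. The log2 odds ratio of up-regulated genes in bins from CSD to LSD was 1.69 with domains per arm and −0.110 among bins called alike. Between equal random parts of 1 library, 24.4% of the bins differed in Col-0 replicate 1 and 29.8% in 4 × Col-0 replicate 1, against 8.15% and 8.30% in the deeper replicate 2 libraries, which limits domain calls from the replicate 1 libraries.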

Differences from the paper's values

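A count or percent is taken to differ where one value is more than 1.5 times the other and, where replicates give a spread, the gap is larger than it, so an alternative within that limit can still be some way from the paper's value. In the FPKM table the 2-fold higher genes numbered 201 against the paper's 436 and the lower ones 133 against the paper's 307, and none of the alternatives set before the data were examined came within that limit. FLC had a log2 ratio of 1.26 against the paper's 1.46624, with 1.21 and 1.64 under those alternatives, on either side of the paper's value.

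The bins that stayed CSD were 23.0% against the paper's 39.5%, and of the alternatives set before the data were examined only the eigenvector per arm came within that limit, with 27.6%, still below the paper's value. Coding genes in bins from LSD to CSD numbered 1782 against the paper's 939, and the eigenvector per arm (714) and bins called alike in both replicates (884) came within the limit. Non-coding genes numbered 97 against the paper's 310 in bins from CSD to LSD, which no such alternative brought within it, and 103 against the paper's 160 in bins from LSD to CSD, which pericentromeres at 25% of the median (148) and leaving out replicate 2 (156) brought within it. Pseudogenes numbered 80 against the paper's 48 in bins from CSD to LSD, which bins called alike (45) brought within it, and 278 against the paper's 28 in bins from LSD to CSD, which none did.

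Listed down-regulated genes in bins from CSD to LSD numbered 26 against the paper's 7, and of the alternatives set before the data were examined the eigenvector per arm (5) came within the limit. In bins from LSD to CSD, 30 stood against the paper's 16, and the eigenvector per arm (11) and bins called alike (13) came within it. Listed up-regulated genes in bins from LSD to CSD numbered 29 against the paper's 13, and the eigenvector per arm (15), pericentromeres included (11) and bins called alike (16) came within it. The remaining alternatives set before the data were examined did not bring these values within it.

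Of the listed genes, 0 (0%) lay in bins of a differential pair, against the paper's 539 genes (72.5%). The paper's text gives no threshold for its differential bins. Its 539 genes lie in 459 bins and the single pair called here joins 2, so the sets of bins are unlike. The count of 0 therefore does not test the paper's share. Pairs at an unadjusted p-value under 0.05 numbered 8009. Of the alternatives set before the data were examined, other random groups leave the count as it is, and bins of 200 kb or of at least 5 called pairs left no bins, while the other settings of the test of pairs were not carried to the listed genes. The bins with many pairs at such a p-value, chosen after seeing the values, held 234 genes (31.5%). They cannot be taken as bins that differ between the genotypes, so this share does not test the paper's either.

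Some statements of the paper also went another way here. The paper's text describes no obvious change of inter-arm contacts, although the legend of its Figure 2H marks their difference as significant in a Wilcoxon rank sum test. Here their log2 ratio was 0.13. It describes fewer inter-telomere contacts in 4 × Col-0, where the log2 ratio here was 0.001, and −0.12 as a share of inter-chromosome contacts. It describes contact probabilities that fall below those of Col-0 as distance increases, and here the log2 ratio was −0.12 at 1000 kb and 0.17 at 20000 kb. It describes slightly weaker interchromosomal foci, and the foci chosen here by rule, which need not be the same regions, had a log2 ratio of 0.13, and 0.04 with unbalanced contacts. It describes more contacts among promoters, and here the log2 ratio was −0.01, and 0.08 for pairs on different chromosomes alone. It describes more contacts in CSD than in LSD. Here the mean within 1 Mb, not matched on distance, was higher in CSD (log2 ratio 0.18 in Col-0 replicate 1). After correction for distance contact was not higher in CSD (−0.01).

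The paper places most switches from LSD to CSD on chromosomes 1 and 4 and from CSD to LSD on chromosomes 1 and 2, and here most bins from LSD to CSD were on chromosome 1 (46), as in the paper, and on chromosome 3 (40), and most from CSD to LSD on chromosomes 5 (89) and 4 (30). It shows a switch of a region on chromosome 1, whose 14 bins were LSD in both genotypes here. It describes lower H3K27me3 in unconverted LSD, where the coverage here rose by 0.450 points, and by 0.139 points with peaks of a q-value of 1e-05 or less alone. It describes the genome-wide levels of both marks as only slightly lower in 4 × Col-0. The covered share of the genome, a measure other than the paper's, was 1.02 points higher for H3K4me3 and 0.651 points higher for H3K27me3. The H3K4me3 libraries of the genotypes overlapped, but coverage rose in both pairs of libraries matched by file name.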

Other observations

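In this part, the tests of sequencing depth, of the eigenvector per arm, of the merging of peaks and of the proportional rise of H3K4me3 were applied to these explanations only after the results were seen, although the eigenvector per arm, the stricter peaks and the log2 scale had been set as alternatives in advance.

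Contacts between chromosomes were more frequent in 4 × Col-0. Within each genotype the deeper library has the lower ratio of trans to cis contacts, while 4 × Col-0 is the deeper genotype. The smaller of the log2 differences between same-numbered libraries was 0.150. These values argue against sequencing depth as the cause. The share of mapped reads that gave valid interactions, higher in 4 × Col-0 in both same-numbered pairs, was not tested as a cause. More random ligation would add the same contact to all pairs on different chromosomes, with a slope of 4 × Col-0 on Col-0 of at most 1 over the 6 classes of such pairs. The slope was 0.957, with 1.01 for the replicate 1 and 0.901 for the replicate 2 libraries, while replicates of one genotype gave 0.9602 and 0.856. Random ligation and a biological effect of ploidy therefore cannot be told apart with these libraries.

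For the bins that switch structure domain, a sign change of values near 0 could be the cause, as 18.6% of the bins differ between the Col-0 replicates. The median size of the eigenvector was 0.443 in switched bins and 1.12 in the others, and one of these replicates is shallow, which keeps this open. Equal random parts of a deep library differed in at most 8.30% of the bins, fewer than switched, which argues against counting noise as the whole cause of the switches called per chromosome. Called per arm, such parts differed in 10.0% of the bins in Col-0 and 9.50% in 4 × Col-0, more than switched per arm between the genotypes. Counting noise therefore stays open as the cause of the switches called per arm. With the eigenvector per chromosome arm, 7.20% of the bins switched, which is consistent with an eigenvector of Col-0 that separates the arms as part of the cause, although the eigenvector of 4 × Col-0 follows the position along the chromosome as well. Bins from CSD to LSD carried the marks of LSD already in Col-0, and 94.2% of them were called LSD in Col-0 by the eigenvector per arm. A biological switch in some bins stays open and was not tested.

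H3K4me3 rose more in bins from CSD to LSD than in bins that stayed CSD, and a rise in proportion to the level in Col-0 may explain this, since on the log2 scale the difference was 0.0126 (permutation test, p = 0.589). H3K27me3 peaks covered more of the genome in 4 × Col-0 with fewer peaks. For peaks with a q-value of 1e-05 or less, the difference was 0.448 points against 0.651 for all peaks, with overlapping libraries, but the ratio of the genotypes was 1.06 for both, so broader merging of weak peaks and a wider mark cannot be told apart. A biological change of these marks with ploidy stays open.

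A gain or loss of a whole chromosome would shift the median log2 ratio of its genes, and the medians of the 5 chromosomes spanned 0.0654, which argues against it. The genes of the up-regulated list are longer (median 2536 bp) than unlisted genes (2178 bp). Among unlisted expressed genes, those of at least 4336 bp had a median log2 ratio 0.0550 above the others. Over all of these genes the ratio rose with length (Spearman correlation 0.179). The paper chose its list by a 2-fold limit, so a higher median of the list follows from that choice. These values therefore cannot decide whether gene length affected which genes were listed. Unlisted expressed genes did not change more beyond chance in bins from CSD to LSD than in bins that stayed CSD (difference 0.0278, permutation test, p = 0.286), which is consistent with changes of single genes. A biological effect of ploidy on the listed genes stays open.

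The split of the 4 libraries by replicate number gave 5 differential pairs of bins and the split by genotype 1, which meets what was set in advance for an effect of the replicate numbers. The split that mixes genotype and replicate number was weighed only after its 7 pairs were seen, and since it gave no fewer, differences between the replicate numbers (depth and library preparation) and chance cannot be told apart at these counts. The listed genes lay at percentile 22.7 of random groups with similar expression for bins with many pairs at an unadjusted p-value under 0.05, which is consistent with bins where any expressed genes lie. The paper's 539 genes lie in 459 bins, and of the other 204 listed genes 20 (9.80%) lie in those bins. Pairs at an unadjusted p-value under 0.05 were 3.81% of those tested, less than that limit gives on average without any difference. The bins chosen by them therefore cannot test a link of contacts and expression. A biological link of contacts and expression stays open.

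At FLC, H3K27me3 peaks cover 95.9% and 87.2% of the gene body in the Col-0 replicates and 99.2% and 85.8% in the 4 × Col-0 replicates, close to the most that this measure can show, with highest fold enrichments of 2.46, 2.88, 2.50 and 2.66. An H3K4me3 peak near the TSS covers 8.57% and 8.80% in Col-0 and 8.27% and 9.22% in 4 × Col-0, with fold enrichments of 8.01, 3.10, 3.54 and 4.07. Anti-H3 peaks cover 4.65% and 4.00% of the same gene.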
